# Senescence‐associated transcriptional derepression in subtelomeres is determined in a chromosome‐end‐specific manner

**DOI:** 10.1111/acel.13804

**Published:** 2023-03-15

**Authors:** Martin Rey‐Millet, Mélanie Pousse, Chan Soithong, Jing Ye, Aaron Mendez‐Bermudez, Eric Gilson

**Keywords:** polycomb complex, replicative senescence, subtelomere, telomeres, telomere position effect

## Abstract

Aging is a continuous process leading to physiological deterioration with age. One of the factors contributing to aging is telomere shortening, causing alterations in the protein protective complex named shelterin and replicative senescence. Here, we address the question of the link between this telomere shortening and the transcriptional changes occurring in senescent cells. We found that in replicative senescent cells, the genes whose expression escaped repression are enriched in subtelomeres. The shelterin protein TRF2 and the nuclear lamina factor Lamin B1, both downregulated in senescent cells, are involved in the regulation of some but not all of these subtelomeric genes, suggesting complex mechanisms of transcriptional regulation. Indeed, the subtelomeres containing these derepressed genes are enriched in factors of polycomb repression (EZH2 and H3K27me3), insulation (CTCF and MAZ), and cohesion (RAD21 and SMC3) while being associated with the open A‐type chromatin compartment. These findings unveil that the subtelomere transcriptome associated with senescence is determined in a chromosome‐end‐specific manner according to the type of higher‐order chromatin structure.

**Abbreviations**
DDR: DNA damage response
DEGs: differentially expressed genesx
IRIS: ionizing radiation‐induced senescence
OIS: oncogene induced‐senescence
PD: population doubling
RS: replicative senescence
TPE: telomere position effect

## 1 INTRODUCTION

The biology of aging studies the mechanisms leading to a functional decline as a function of age, whether at the molecular, cellular, tissue, or systemic level (Gorgoulis et al., 2019; López‐Otín et al., 2013). Over the past two decades, our understanding of aging biology has made remarkable progress allowing the identification of unifying features (López‐Otín et al., 2013). Among them, the accumulation of senescent cells appears as a major contributor to physiological and pathological aging (Anderson et al., 2019; Baker et al., 2011, 2016). However, the integration and time‐dependent relationship between these aging pathways in different organs and major physiological functions as well as their roles in age‐related diseases remain largely unrecognized (Roy et al., 2020). Various aging clocks have been recently described: transcription (Meyer & Schumacher, 2021), methylation (Horvath, 2013), and inflammation (Sayed, 2021), providing interesting tools to assay for biological age but we are still facing a “cause or consequence” challenge. Thus, there is a need to decipher the time‐dependent and causality relationship existing between the different aging pathways.

The ends of chromosomes are protected from unwanted DNA damage response (DDR) by the shelterin protein complex that specifically binds to telomeric DNA. In humans, the shelterin is composed of six proteins: TRF1 and TRF2, binding the double‐stranded DNA part of telomeres; POT1, binding the 3′‐overhang; RAP1, binding to TRF2; and TIN2/TPP1, forming a protein bridge between TRF1/TRF2 and POT1 (de Lange, 2018; Ghilain et al., 2021). In addition, telomeric chromatin is associated with the non‐coding RNA TERRA transcribed from subtelomeric regions and can adopt peculiar conformations involving telomeric DNA looping (T‐loop; Griffith et al., 1999). The formation of T‐loops, which is facilitated by the shelterin subunit TRF2, contributes to the prevention of DDR checkpoint and repair activation (Benarroch‐Popivker et al., 2016; Doksani et al., 2013; Sarek et al., 2019). The replication of telomeric DNA requires specific mechanisms to compensate for the inherent inability of the replication machinery to fully duplicate the extremities of the parental DNA molecule (Gilson & Géli, 2007). In many organisms, this involves a specialized reverse transcriptase, the telomerase (Blackburn et al., 2006).

Telomere shortening is programmed during normal development in humans and other vertebrate species. Indeed, in these organisms, the telomerase expression is downregulated at the end of embryogenesis in somatic tissues leading to telomere shortening at each cell division, eventually resulting in replicative senescence when a subset of telomeres becomes too short to ensure their anti‐checkpoint functions (Hayflick limit; Abdallah et al., 2009; Bodnar et al., 1998; Kaul et al., 2011). Throughout life, the rate of telomere shortening is paced as a function of the regeneration properties of the considered cell (Demanelis et al., 2020) and in response to external stressors (Jacome Burbano & Gilson, 2021). Telomere shortening can be a driver of human aging since germinal mutations of the telomerase and shelterin complexes, leading to critical telomere shortening and deprotection, cause rare progeroid syndromes such as Dyskeratosis Congenita (Armanios & Blackburn, 2012). Moreover, short telomeres are associated in the general population with a broad spectrum of age‐related pathologies, including cardiovascular and neurodegenerative diseases, type II diabetes, pulmonary fibrosis, and arthrosis (Blackburn et al., 2015; Martínez & Blasco, 2017).

A function of telomeres is to modulate gene expression. This was first discovered in yeast for the process leading to the repression of subtelomeric genes, named telomere position effect (TPE; Gottschling et al., 1990). In brief, in this organism, the major shelterin subunit, Rap1, serves to recruit a heterochromatin complex at telomeres, including the sirtuin Sir2, followed by its spreading toward the centromere (Kueng et al., 2013). The subtelomeric genes succumbing to this TPE silencing are determined in a chromosome‐end‐specific manner by specific combinations of insulators and proto‐silencer sequences, leading to subtelomeric chromatin loops that regulate the heterochromatin spreading in a discontinuous manner (Fourel et al., 1999; Lebrun et al., 2003; Miele et al., 2009). Interestingly, the yeast subtelomeric genes whose expression is regulated by telomeres are related to stress responses and could thus contribute to an adaptive response in case of telomere dysfunction (Ai et al., 2002; Platt et al., 2013). Since these pioneer studies, the existence of TPE was reported in various organisms, including humans (Baur et al., 2001; Koering et al., 2002). Our understanding of the molecular mechanisms of human TPE remains fragmented with the involvement of TERRA (Arnoult et al., 2012), a shelterin subunit (TRF2) (Deng et al., 2009; Kim et al., 2016; Robin et al., 2014), a sirtuin enzyme (SirT6; Tennen et al., 2011), and long‐range chromatin loops within the subtelomeric region (Robin et al., 2020; Wood et al., 2014). In particular, the heterochromatin nature of human telomeres remains largely indetermined since in many cell types the telomeres do not exhibit classical heterochromatin marks (Cubiles et al., 2018; Gauchier et al., 2019). Thus, despite striking similarities with yeast, no comprehensive model is established yet for human TPE. Telomeres can also modulate the expression of genes located in the interior of chromosomes by sequestering transcription factors at telomeres (Gotta et al., 1996; Maillet et al., 1996; Marcand et al., 1996). In the case of telomere shortening, their release throughout the nucleoplasm leads to genome‐wide transcriptional regulation of targeted genes (Platt et al., 2013; Ye et al., 2014).

The link between telomere and gene expression led to the hypothesis that telomere shortening contributes to the transcriptional changes associated with aging (Maillet et al., 1996; Wright & Shay, 1992; Ye et al., 2014). This view was first supported in yeast replicative senescence (Platt et al., 2013) and recently in human aging transcriptomic studies revealing that telomere length correlates with age‐related gene expression (Demanelis et al., 2020) and that genes upregulated with aging are enriched in subtelomeric regions (Dong et al., 2021).

In this work, we analyzed, by RNA sequencing, the transcriptional changes occurring at replicative senescence. We found a significant enrichment of derepressed genes at senescence in regions confined to two megabases from telomeres. Some but not all of them are sensitive to TRF2 and Lamin B1 dosage. Noteworthy, these genes are clustered in a subset of subtelomeres enriched in factors controlling chromatin higher‐order structure such as CTCF, MAZ, and the cohesion complex. They are also enriched in chromatin marks of repression by the polycomb complex (EZH2 and H3K27me3) in contrast to the other subtelomeres rather enriched in marks of repression by HP1 (H3K9me3).

## 2 RESULTS

### 2.1 Subtelomeric gene derepression during replicative senescence is restricted to a subset of subtelomeres

To investigate the transcriptional regulation occurring at replicative senescence (RS), we cultured human lung primary fibroblasts (MRC‐5 cells) at 5% oxygen until they senesce (population doubling, PD, 71). We defined a senescent culture when cells stop proliferating and are positive for senescence‐associated *β*‐galactosidase (SA‐*β*‐Gal) staining, and EdU is incorporated in <1% of the cells (Figure S1A,B). 

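MRC-5 cells are primary fibroblasts from human fetal lung. The RNA-seq counts analysed here came from 15 libraries of these cells, which cover 5 conditions with 3 replicates each. Cells at PD 30 were the young group, and the senescent cells compared with them carried an empty vector and had reached PD 71. The authors trimmed the reads with Trimmomatic, mapped them to GRCh38 with STAR and deposited the number of reads that STAR counted on each gene, without normalization. The paper's text names neither the release of the gene annotation nor the strand setting used for counting. Total counts per library ranged from 26946291 to 33934231 in the young cells with the empty vector (median 28727436) and from 26725885 to 31991534 in the senescent cells with the empty vector (median 27160785). Genes were named and placed with GENCODE 44 on GRCh38. Of the 57272 genes in the table, 324 are absent from that annotation and hold 0.0563% of the counts. Counts were normalized by edgeR's TMM method and fitted in one model of the 15 libraries, in which edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was applied to the 15799 genes kept by filterByExpr. Of these genes, 13956 are protein-coding genes or pseudogenes, the classes kept in the paper, and 946 of the latter lie within 2 Mb of a chromosome end, measured from the nearest end of the gene. A DEG had, with the paper's thresholds, an adjusted p-value below 0.05 and a log2 fold change of at least 1 in either direction. The sample descriptions mark all 6 senescent libraries as a reanalysis of an earlier deposit and 0 of the 9 young libraries, so the deposit and senescence cannot be told apart in these comparisons. Relative to the mean of the young libraries with the empty vector, log2 counts changed by −0.00615 to 0.15 per 10 percentage points of gene GC content in the young libraries and by 0.470 to 0.849 in the senescent libraries. Each comparison was therefore also fitted with offsets for GC content and gene length in each library.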

We harvested young (PD 30) and RS (PD 71) MRC‐5 cells in triplicates, followed by RNA sequencing (RNA‐seq) and differential expression analysis. This allowed us to identify 1051 differentially expressed genes (DEGs). 

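In these counts, 3839 genes were DEGs between senescent and young cells with the empty vector. Of these, 2188 were upregulated and 1651 were downregulated. DESeq2's Wald test against the fold change threshold itself, an alternative chosen after seeing the data, gave 1574 DEGs with all libraries, 1205 with only the libraries compared and 1077 with a replicate block in addition. Without a fold change threshold, 9380 genes had an adjusted p-value below 0.05. With the offsets for GC content and length, 2729 genes were DEGs, and 2260 of them were also DEGs without the offsets. Leaving out one of the 6 compared libraries at a time gave between 3371 and 4275 DEGs.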

When plotted according to the distance to telomeres, the upregulated DEGs found at the first 2 Mb from the telomeres were positively enriched (fold enrichment = 3.6 and 3.8 with *p* = 7.86 e^−15^ and 7.13 e^−14^, respectively, hypergeometric test, Figure 1a). 

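Of the upregulated DEGs, 327 lay within the first 2 Mb, a fold enrichment of 2.20 over the tested protein-coding genes and pseudogenes (p = 2.5e-50, one-sided exact hypergeometric test). The first Mb held 178 of them (fold enrichment 2.25, p = 2.6e-28, one-sided exact hypergeometric test). The second Mb held 149 (fold enrichment 2.16, p = 9.8e-22, one-sided exact hypergeometric test). Genes in the first 2 Mb are richer in GC, with a median GC content of 59.15% against 47.15% for the 13010 tested genes elsewhere. The fold enrichment moved most against 10000 random lists of tested genes matched on GC content and mean expression, where it was 1.16 (p = 1e-04, one-sided permutation test, the smallest p that these lists can give). With the offsets for GC content and length, 130 upregulated DEGs lay within the first 2 Mb, and 120 of them were among the DEGs found there without the offsets. Their fold enrichment was 1.35 (p = 2.0e-04, one-sided exact hypergeometric test). Without the third replicate of the senescent cells with the empty vector, whose counts changed most with GC content and whose description points to an original record numbered apart from the consecutive records of the other 5 senescent libraries, the fold enrichment was 1.99 among 243 genes, 237 of which were shared. Among the 5 genes of the first 2 Mb with the largest fitted rises, 3 had at most 3 counts in each young library with the empty vector. Of these, SLC6A12 (chromosome 12, 190077 to 214570) was at least 23.5-fold higher in senescent cells, B3GAT1 (chromosome 11, 134378504 to 134412242) at least 9.95-fold higher and ENSG00000254536, which shares 88.8% of its exonic bases with other genes, at least 4.18-fold higher. The normalized count of JAG2 (chromosome 14, 105140982 to 105168824) rose from 3.56 ± 1.06 (SD, n = 3) to 182 ± 44.6 (SD, n = 3), a log2 fold change of 5.62 (standard error 0.39, adjusted p = 4.0e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). RGS11, which shares 21.7% of its exonic bases with other genes, rose from 3.63 ± 2.44 (SD, n = 3) to 158 ± 79.1 (SD, n = 3), a log2 fold change of 5.41 (standard error 0.48, adjusted p = 8.0e-08 from the same edgeR test).

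**Figure D1:**
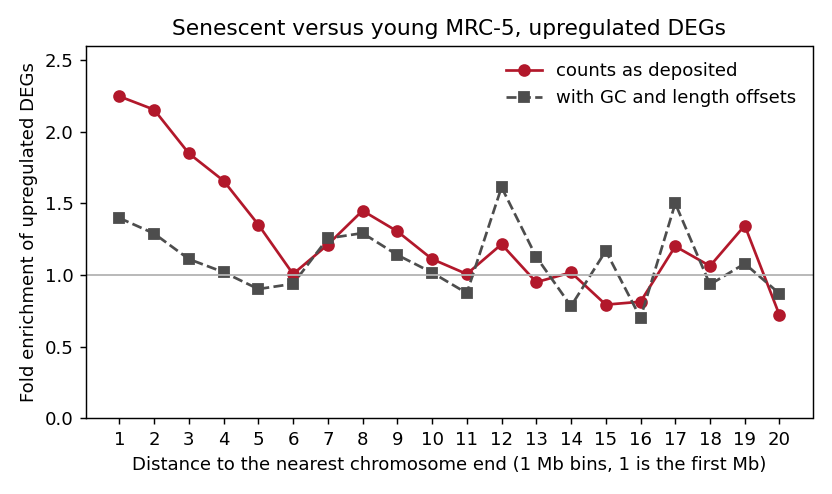
Fold enrichment of the upregulated DEGs (y axis) by distance to the nearest chromosome end in bins of 1 Mb (x axis), without correction and with offsets for GC content and length in each library. Between the first and the fifth Mb it falls from 2.25 to 1.35 without correction and from 1.40 to 0.902 with the offsets. With the offsets, 2 of the 20 bins lie above the first Mb, the 12th (1.61) and the 17th (1.50), so the corrected profile has no single peak at the chromosome end. Single bins beyond the first 2 Mb were not tested.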

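Of the downregulated DEGs, 39 lay within the first 2 Mb, 19 of them in the first Mb and 20 in the second. This was fewer than their share of the tested genes (fold enrichment 0.348, p = 1, one-sided exact hypergeometric test for enrichment). Under 14 alternatives the fold enrichment stayed between 0.335 and 0.612. The 3 genes of the first 2 Mb with the largest falls were MAD1L1, ENSG00000227775 and SDHA, which share 43.2%, 23% and 21.7% of their exonic bases with other annotated genes, so that their counts depend on how reads on overlapping genes were counted. The normalized count of MAD1L1 (chromosome 7, 1815793 to 2233243) was 943 ± 43.5 (SD, n = 3) in young and 3.08 ± 2.54 (SD, n = 3) in senescent cells, a log2 fold change of −8.22 (standard error 0.22, adjusted p = 3.9e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ENSG00000227775 (chromosome 1, 1724512 to 1737251) went from 206 ± 13.4 (SD, n = 3) to 2.34 ± 3.19 (SD, n = 3), and SDHA (chromosome 5, 218303 to 257082) from 4039 ± 98.6 (SD, n = 3) to 70.5 ± 14.0 (SD, n = 3).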

On the contrary, no specific enrichment was observed in subtelomeric regions for the downregulated DEGs (Figure 1a).

**FIGURE 1:**
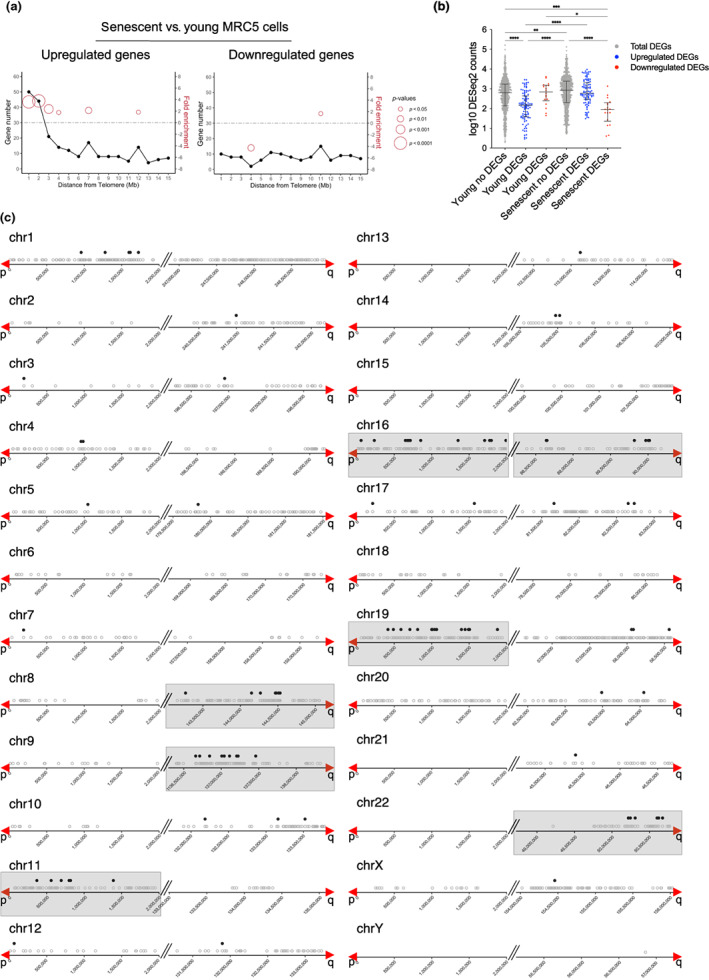
Distribution of DEGs at senescence. (a) Distribution of DEGs in senescent (PD 71) versus young (PD 30) MRC‐5 cells. Upregulated (left) and downregulated (right) genes are shown. The line plots illustrate the number of DEGs related to their distance to telomeres in 1 Mb intervals. Fold enrichment (right *Y*‐axis) is only shown if there is a significant *p*‐value and the size of the circles corresponds to the *p*‐value of the enrichment obtained by a hypergeometric test. (b) Dot plot of DESeq2 normalized counts from the first 2 Mb of telomeres. Counts from non‐differentially expressed genes (no DEGs) and from DEGs in the two conditions (young and senescent) are plotted. Upregulated DEG counts are plotted in blue and downregulated DEG counts are plotted in red. Data represent median with interquartile range of three biological replicates. Statistical analyses were performed using the Kruskal–Wallis test, (*p < 0.05; **p < 0.001; ***p < 0.0001; ****p < 0.00001). (c) Upregulated genes in the first 2 Mb from telomeres. The grey empty dots represent all protein‐coding genes and pseudogenes. The black dots represent upregulated genes (senescent versus young MRC‐5 cells) from this work. The red arrows mark the start of the telomere. The grey boxes delimitate the subtelomeres that are significantly enriched in upregulated genes.

We hypothesized that the DEG upregulation could result from a senescence‐associated process of either derepression or specific transactivation. To decipher between these two possibilities, we compared the expression levels of the DEGs and no‐DEGs in young and senescent cells by analyzing the RNA‐seq counts. We used the DESeq2 normalized counts of genes located in the first 2 Mb from telomeres, and we separated them into upregulated and downregulated genes (Figure 1b). As expected, this analysis revealed a significant increase in read counts in senescent versus young MRC‐5 of the upregulated DEG group (*p* < 0.0001, Kruskal–Wallis test, Figure 1b). 

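For each gene of the first 2 Mb, the mean TMM-normalized count of the 3 replicates was taken on the log10 scale with a pseudocount of 1. The median of the upregulated DEGs was 2.30 in young and 2.82 in senescent cells, and the median change per gene was 0.473. All of these genes had a higher mean in senescent cells, which their selection as upregulated DEGs fixes in advance. The 580 no-DEGs of the same region had a median of 2.965 in young and 3.01 in senescent cells, with a median change of 0.0940, and 398 of them had a higher mean in senescent cells.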

Notably, there were significantly fewer reads in the young upregulated DEG group as compared to the no‐DEG group (*p* < 0.0001, Kruskal–Wallis test), indicating that the upregulated DEGs are repressed in young cells compared to the no‐DEGs where no change is evident. Therefore, since the upregulated DEGs are less expressed in young cells than the no‐DEGs, their upregulation in senescent cells is better explained by a senescence‐associated mechanism of derepression.

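In young cells, the median log10 count of the upregulated DEGs of the first 2 Mb minus that of the no-DEGs was −0.668 (p = 1e-05, two-sided permutation test of the rank sums with 100000 resamples, the smallest p they can give). The difference moved most when every gene with at least 1 count entered the no-DEG group. The upregulated DEGs then lay above the no-DEGs, by 0.216 (p = 1.0e-04, same permutation test). The sign also changed without the filter on low counts (0.0608, p = 0.0625, same permutation test) and without a fold change threshold (0.164, p = 0.0476, same permutation test). With the offsets for GC content and length, it was −1.26 (p = 1e-05, same permutation test).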

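Outside the first 2 Mb, the median log10 count in young cells was 1.78 for 1861 upregulated DEGs and 2.95 for 9537 no-DEGs, a difference of −1.17 (p = 1e-05, two-sided permutation test of the rank sums, the smallest p its resamples can give). The young libraries that enter these medians had also served to select the DEGs. A separate comparison, of senescent with young cells that both expressed TRF2 from a lentivirus, gave 201 upregulated DEGs in the first 2 Mb. Measured in the young cells with the empty vector, whose counts enter the filter and the spread of the shared model and not the fold changes that selected them, these genes differed from the no-DEGs by −0.670 (p = 1e-05, same permutation test). From the lower counts of the upregulated DEGs in young cells, the paper concludes that derepression explains their upregulation in senescent cells better than a specific transactivation.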

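The downregulated DEGs of the first 2 Mb had a median log10 count of 2.73 in young and 1.89 in senescent cells, with a median change per gene of −0.652. Each of them had a lower mean in senescent cells, which follows from their selection. In young cells their median differed from that of the no-DEGs by −0.236 (p = 0.0396, two-sided permutation test of the rank sums). For the 1612 downregulated DEGs outside the first 2 Mb, the corresponding difference was −0.257 (p = 1e-05, same permutation test, the smallest p it can give).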

Regarding downregulated DEGs (Figure 1b), the read counts in the senescent DEG group were significantly lower compared to the young DEG group (*p* = 0.0151, Kruskal–Wallis test). This indicates that downregulated DEGs in senescent cells, at least in subtelomeric regions, result from senescence‐associated transcriptional repression.

Next, we investigated whether the increase of subtelomeric transcription at senescence is a global feature of subtelomeres. We looked for positive fold enrichment of upregulated genes chromosome by chromosome by defining bins of 2 Mb. The enrichment was calculated considering gene density (represented by the grey dots, Figure 1c; see the method section for further details). 

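Enrichment at single chromosome ends was tested with a one-sided exact hypergeometric test on the tested protein-coding genes and pseudogenes within 2 Mb of each of 40 ends. An unadjusted p below 0.05 was reached at 12 ends, and all 12 kept a p below 0.05 after Benjamini-Hochberg adjustment over the 40 ends. Among these 12 ends the highest share was at 16p, where 41 of 68 tested genes were upregulated DEGs (60.3%, fold enrichment 3.85, exact p = 6.1e-17, adjusted p = 2.5e-15). At 11p, 26 of 44 genes were upregulated DEGs, at 9q 26 of 49, at 19p 30 of 58, at 8q 26 of 60 and at 22q 13 of 26. The other ends were 1p (22 of 51), 10q (10 of 22), 14q (6 of 11), 16q (15 of 37), 17q (18 of 49) and 20q (12 of 32). The number of ends moved most with the offsets for GC content and length, which left 6 ends at an unadjusted p below 0.05 (5p, 9q, 10q, 19p, 19q and 22q) and 0 after adjustment. Among the upregulated DEGs with the smallest adjusted p at their end, FAM234A at 16p went from 1321 ± 41.8 (SD, n = 3) to 7262 ± 1056 (SD, n = 3) normalized counts, a log2 fold change of 2.46 (standard error 0.10, adjusted p = 5.0e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change was 4.91 for EEF1A2 at 20q, 3.36 for PALM at 19p, 2.61 for B4GALNT4 at 11p, 2.33 for ABCA2 at 9q, 2.30 for RAB40B at 17q, 2.03 for DPYSL4 at 10q, 1.97 for SHANK3 at 22q and CENPBD1P at 16q, and 1.57 for ARHGAP39 at 8q. SLC35E2A at 1p (log2 fold change 3.73) shares 100% of its exonic bases with other genes. ARHGAP39 fell to 0.59 with the offsets for GC content and length, below the threshold of 1. The other genes named here for single ends were then from 1.24 (DPYSL4) to 3.87 (EEF1A2).

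**Figure D2:**
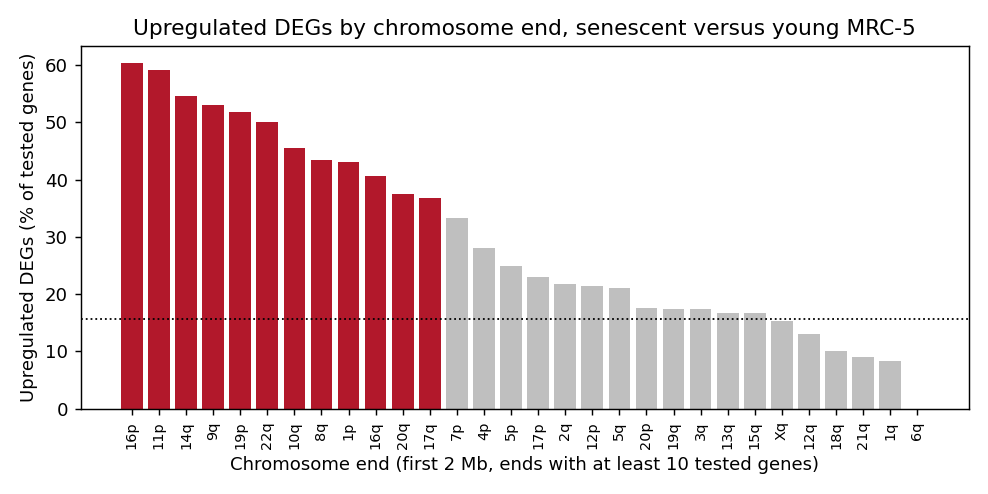
Percent of the tested protein-coding genes and pseudogenes within 2 Mb of a chromosome end that are upregulated DEGs (bars), for the 30 ends with at least 10 tested genes. Ends with an unadjusted p below 0.05 are in red, and the dotted line marks the share among all tested genes, 15.68%.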

We found seven chromosome ends showing significant positive enrichment of upregulated genes at the first 2 Mb from the telomeres (chromosome arms 8q, 9q, 11p, 16p, 16q, 19p, and 22q, Figure 1c). On the contrary, only one chromosome arm (5p) was enriched for downregulated genes (Figure S2).

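For downregulated DEGs, the same test reached an unadjusted p below 0.05 at 5p, with 6 of 20 tested genes (fold enrichment 2.54, exact p = 0.0243), and at 1q, with 4 of 12 (fold enrichment 2.82, exact p = 0.0443). After Benjamini-Hochberg adjustment over the 40 ends, 0 ends had a p below 0.05, and the adjusted p was 0.886 at both ends. End 1q was lost in 4 of the 6 fits that left out one of the compared libraries and 5p in 0 of them. Both ends were lost with only the libraries compared, which gave 0 ends, and without a fold change threshold, which gave 15q and 18p. They were also lost among genes whose exons overlap no other gene, a setting chosen after seeing the data. End 5p was kept in the other settings in which the ends were tested. The 6 genes at 5p were SDHA, AHRR, PDCD6, IRX4, PLEKHG4B and TRIP13, the last 5 of them named after their values were seen. AHRR shares 58.7% of its exonic bases with other genes and PDCD6 13.6%, whereas IRX4, PLEKHG4B and TRIP13 share 0. Among the genes at 5p that share no exonic base with another gene, 3 of 9 were downregulated DEGs (fold enrichment 2.95, p = 0.0716, one-sided exact hypergeometric test).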

### 2.2 The shelterin protein TRF2 contributes to the senescence‐associated subtelomeric gene expression

We asked whether gene expression in subtelomeres can be regulated by the shelterin protein TRF2, which is downregulated as cells approach senescence (Fujita et al., 2010; Mendez‐Bermudez et al., 2022) and involved in subtelomeric gene expression (Robin et al., 2014, 2020).

To this end, we infected pre‐senescent MRC‐5 cells with a TRF2 expressing lentivirus or an empty control and extracted RNA when the cells reached senescence. 

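The RNA-seq data of this experiment add 3 libraries of young cells expressing TRF2 (PD 30) and 3 libraries of senescent cells expressing TRF2 (PD 75) to those with the empty vector. The labels place a control siRNA in the young and in the senescent cells of this experiment. In its methods for RNA sequencing, the paper describes a transfection with siRNA for the young cells only. Total counts per library ranged from 32474298 to 37341181 in the young cells expressing TRF2 (median 33737972) and from 31895858 to 36202562 in the senescent ones (median 32774630). As with the empty vector, only the senescent libraries are labelled as reanalysed from an earlier deposit. How much of a comparison of senescent with young cells this difference shaped cannot be told from these data. Of 52 genes well counted in every young library and nearly absent in every senescent one, 42 were DEGs in both comparisons. Reads counted in another way in the senescent libraries are a candidate explanation for the 52. Both comparisons were coefficients of the same edgeR model, with the same thresholds for a DEG. The difference between the 2 comparisons was tested for every gene by their interaction in that model, with no fold change threshold.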

In the case of the TRF2‐expressing cells, senescence was reached after 75 PD in culture, while the control cells transduced with an empty vector stopped dividing at PD 71. In parallel, we ectopically expressed TRF2 in young MRC‐5 cells (PD 30) for 6 days before RNA extraction. In both, young and RS cells, the levels of TRF2 were high but constant (Figure S3A). 

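TRF2 is encoded by TERF2 (chromosome 16, 69355567 to 69408571). Its normalized count was 766 ± 58.3 (SD, n = 3) in young and 804 ± 47.4 (SD, n = 3) in senescent cells with the empty vector, a log2 fold change of 0.07 (standard error 0.24, adjusted p = 0.809 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In cells expressing TRF2, it was 6269 ± 3147 (SD, n = 3) in young and 7571 ± 1403 (SD, n = 3) in senescent cells, a log2 fold change of 0.27 (standard error 0.23, adjusted p = 0.317 from the same edgeR test). This second value rests on 1 library, since without the second replicate of the young cells expressing TRF2 it was 0.76 (adjusted p = 1.9e-04 from the same edgeR test). Over 7 alternatives with all libraries the adjusted p ranged from 0.0535 to 0.321. Protein levels were not analysed here.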

After RNA sequencing and differential expression analysis, we identified 1366 DEGs when we compared senescent vs young MRC‐5 over‐expressing TRF2 and 1051 DEGs in senescent versus young MRC‐5 transduced with an empty vector (Figure 2a). 

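In the deposited counts, 3256 genes were DEGs between senescent and young cells expressing TRF2, of which 1625 were upregulated and 1631 downregulated. Leaving out one of the 6 compared libraries at a time gave between 3129 and 3261 DEGs.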

By crossing the two datasets, we obtained three groups of DEGs (Figure 2a) which are dependent upon senescence but that behaved differently according to the ectopic expression of TRF2. The intersection between the two datasets identified 856 genes that are not influenced by the TRF2 levels. 

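The intersection held 2617 DEGs, of which 1366 were upregulated and 1251 downregulated with the empty vector. Their median absolute log2 fold change was 1.86 with the empty vector, and in the direction of that change it was 1.78 with TRF2. All but a few, 2614 (99.9%), changed in the same direction in both comparisons. The interaction between senescence and TRF2 had an adjusted p below 0.05 for 51 of them over all tested genes and for 92 adjusted over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The list was chosen on these same libraries, so the latter is not independent evidence.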

We called them TRF2‐independent DEGs. 

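The DEGs of the comparison with TRF2 that were not DEGs with the empty vector numbered 639, of which 262 were upregulated and 377 downregulated. Their median absolute log2 fold change was 1.33 with TRF2, and with the empty vector it was 0.752 in the same direction. In 587 of them (91.9%) both changes had the same direction, and 314 (49.1%) had an adjusted p below 0.05 with the empty vector as well. The interaction had an adjusted p below 0.05 for 50 of these genes over all tested genes, and for 142 (22.2%) adjusted over the list alone, which was chosen on these libraries.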

We found 510 DEGs detected only when TRF2 is overexpressed; thus, we named this group as TRF2^high^‐dependent DEGs. Finally, we found 195 DEGs detected only in the empty control group. 

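The DEGs found only with the empty vector numbered 1222, of which 822 were upregulated and 400 downregulated. Their median absolute log2 fold change was 1.23 with the empty vector, and with TRF2 it was 0.769 in the same direction. The change had the same direction with TRF2 in 1152 of them (94.3%), and 747 (61.1%) had an adjusted p below 0.05 with TRF2 as well. DESeq2's test against the fold change threshold, an alternative chosen after seeing the data, gave 449 genes with all libraries, 222 with only the libraries compared and 181 with a replicate block in addition. The offsets for GC content and length gave 738. Without the third replicate of the senescent cells with the empty vector it was 799.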

We assumed that the expression regulation of this group of genes is influenced by the natural decrease of the TRF2 protein level seen in senescent cells and we named this group TRF2^low^‐dependent DEGs. 

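Whether the change at senescence differed between cells with the empty vector and cells expressing TRF2 was tested by the interaction. Of all genes tested, 179 had an interaction with an adjusted p below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a positive sign in 28 and a negative sign in 151. Of the TRF2low-dependent DEGs, 29 were among them, and 71 (5.81%) passed when adjusted over the list alone, which was chosen on these libraries. The number of genes with an interaction changed by more than 1.5 times in each of the 12 fits that left out one library. It was 6 without the second replicate of the young cells with the empty vector and 2089 without the first replicate of the senescent cells with the empty vector. With only the 12 libraries of the 2 comparisons in the model it was 8. Among the TRF2low-dependent DEGs of the first 2 Mb, the 3 with the smallest interaction p were IFITM1, MROH1 and MICALL2. IFITM1, which shares 31.6% of its exonic bases with other genes, had an interaction of −1.24 on the log2 scale (standard error 0.31, adjusted p = 0.0674 from the same edgeR test). MICALL2 (chromosome 7, 1428465 to 1459470) had one of −1.02 (standard error 0.29, adjusted p = 0.105 from the same edgeR test) and MROH1 (chromosome 8, 144148016 to 144261927) one of −0.62 (standard error 0.17, adjusted p = 0.0988 from the same edgeR test). For all 3 genes, leaving out the first replicate of the senescent cells with the empty vector brought the adjusted p below 0.05 (0.00319 for IFITM1, 0.00133 for MICALL2 and 0.00239 for MROH1, from the same edgeR test). With the offsets for GC content and length, IFITM1 passed as well (−0.96, adjusted p = 0.0321 from the same edgeR test) and the other 2 genes did not. Over 7 alternatives the adjusted p ranged from 1.9e-05 to 0.133 for IFITM1, from 3.7e-05 to 0.167 for MICALL2 and from 0.0185 to 0.162 for MROH1.

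**Figure D3:**
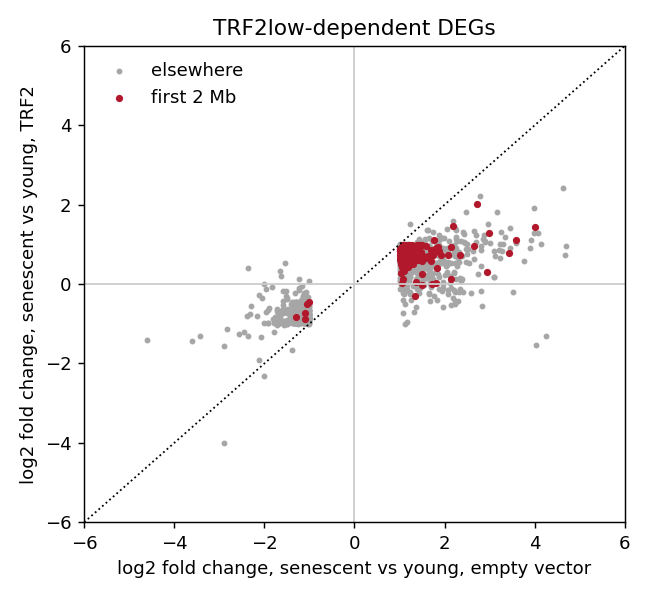
Log2 fold change of senescent over young cells with the empty vector (x axis) and with TRF2 (y axis) for the TRF2low-dependent DEGs, with those of the first 2 Mb in red. The change has the same direction in 1152 of the 1222 genes.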

We confirmed the results obtained from our RNA‐seq for some of these DEGs by RT‐qPCR (Figure S3B).

**FIGURE 2:**
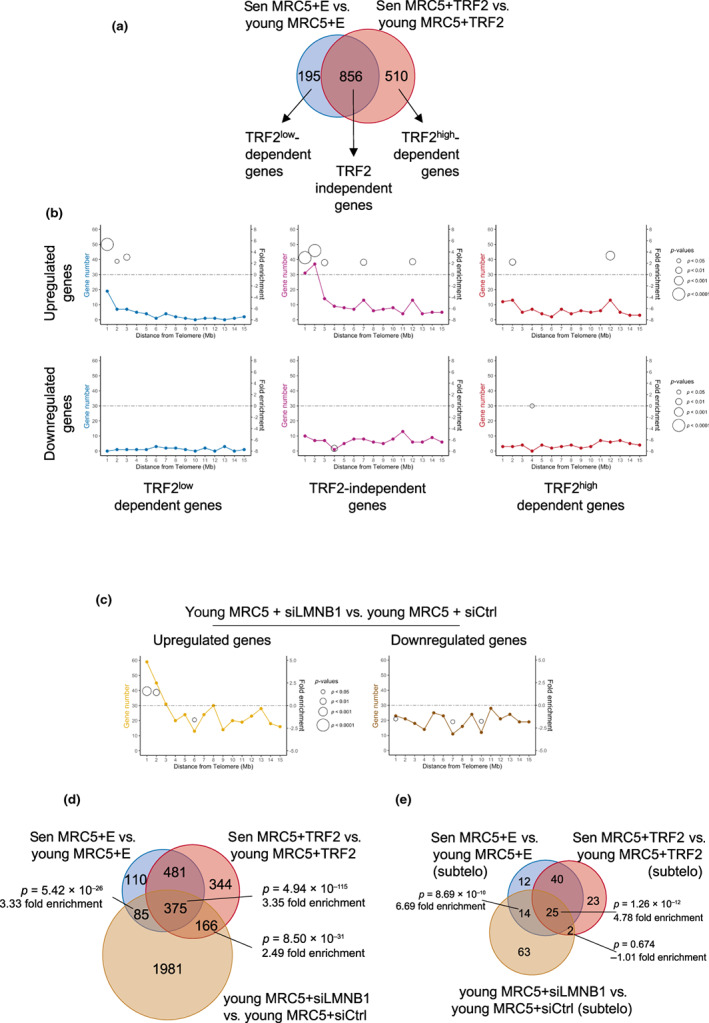
Distribution of DEGs influenced by TRF2 and Lamin B1. (a) Venn diagram of DEGs found in senescent (sen) versus young MRC‐5 cells infected with an empty (E, blue) or a TRF2 expressing lentivirus vector (TRF2, red) respectively. Cells transduced with an empty vector senesce at a population doubling (PD) of 71, while cells expressing TRF2 at a PD of 75. Young cells were transduced at PD 30. (b) Distribution of DEGs influenced by TRF2 in the first 15 Mb from telomeres is shown. Upregulated (upper panel) and downregulated (lower panel) genes for the 3 categories of genes described in a are presented. Fold enrichment is only shown if there is a significant *p*‐value and the size of the circles corresponds to the *p*‐value of the enrichment obtained by a hypergeometric test. (c) Distribution of DEGs in young (PD 30) MRC‐5 cells transfected with siLMNB1 or siControl. The first 15 Mb from the telomere are shown. The line charts illustrate the number of DEGs related to their distance to telomeres in 1 Mb bins. Significant fold enrichment (right *Y*‐axis) is marked with open circles. The *p*‐value of the enrichment was obtained by a hypergeometric test. (d) Venn diagram of DEGs found between senescent cells and young MRC‐5 cells transduced with an empty or TRF2 vector (as shown in 2a) and young MRC‐5 cells with downregulation of Lamin B1 (brown circle). Fold enrichment was calculated, and the corresponding *p*‐value was estimated using a hypergeometric test. (e) Similar comparison as in D but only upregulated genes present at the first 2 Mb from the telomeres were used for the analysis. Fold enrichment and *p*‐value were estimated using a hypergeometric test.

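Of the upregulated TRF2-independent DEGs, 187 lay within the first 2 Mb, 102 of them in the first Mb and 85 in the second (fold enrichment over the 2 Mb 2.02, p = 4.0e-22, one-sided exact hypergeometric test). The first Mb had a fold enrichment of 2.06 (p = 5.5e-13, same exact test) and the second one of 1.97 (p = 6.0e-10, same exact test). Against the random lists matched on GC content and expression, the fold enrichment over the 2 Mb was 1.05 (p = 0.183, one-sided permutation test), which no longer passed 0.05, and with the offsets for GC content and length it was 1.27 (p = 0.0175, one-sided exact hypergeometric test). With these offsets neither Mb alone passed 0.05 (first Mb 1.23, p = 0.0979, and second Mb 1.31, p = 0.0572, same exact test). Of the upregulated TRF2low-dependent DEGs, 76 lay in the first Mb (fold enrichment 2.56, p = 2.3e-14, same exact test) and 64 in the second (fold enrichment 2.46, p = 1.5e-11, same exact test), which with the offsets was 1.26 (p = 0.164, same exact test). Of the upregulated TRF2high-dependent DEGs, 14 lay within the first 2 Mb (fold enrichment 0.788, p = 0.856, same exact test). This last value moved above 1 without the filter on low counts (1.10, p = 0.353, same exact test), with DESeq2's Wald test (1.05, p = 0.430, same exact test) and without the third replicate of the senescent cells with the empty vector (1.06, p = 0.412, same exact test).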

Similar to what we found for the whole transcriptome of senescent cells (Figure 1a), enrichment at subtelomeres was found for the upregulated TRF2‐independent DEGs (fold enrichment = 3.0 and 4.3 with *p* = 7.57 e^−8^ and 1.83 e^−13^, hypergeometric test) and TRF2^*low*^‐dependent DEGs (fold enrichment = 5.3 and 2.3 with *p* = 2.87 e^−9^ and 0.031, hypergeometric test) but not for the TRF2^high^‐dependent DEGs (Figure 2b). These results suggest that TRF2 downregulation upon telomere shortening is responsible for the derepression of some of the subtelomeric genes. 

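Over the first 2 Mb as a whole, the fold enrichment of the upregulated TRF2low-dependent DEGs was 2.51 (p = 2.2e-25, one-sided exact hypergeometric test). With the offsets for GC content and length it was 1.48 (p = 0.00246, same exact test), and against the matched random lists it was 1.34 (p = 1e-04, one-sided permutation test, the smallest p that these lists can give). From the enrichment of the TRF2low-dependent DEGs near telomeres, the paper proposes that the fall of TRF2 upon telomere shortening is responsible for the derepression of some subtelomeric genes.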

Interestingly, out of the 195 TRF2^low^‐dependent DEGs, 27 are subtelomeric and from those, 26 were upregulated DEGs, showing that the naturally low levels of TRF2 at senescence lead to an upregulation of subtelomeric genes.

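In the deposited counts, 145 TRF2low-dependent DEGs lay within the first 2 Mb, and 140 of them were upregulated. Without the third replicate of the senescent cells with the empty vector, the number was 66. With TRF2 expressed, the change had the same direction in 142 of the 145 (97.9%) and an adjusted p below 0.05 in 102 (70.3%), with a median log2 fold change of 0.79 in that direction against 1.21 with the empty vector. The interaction had an adjusted p below 0.05 for 0 of these genes, over all tested genes and adjusted over the list alone, and an unadjusted p below 0.05 for 48.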

Next, we asked whether TRF2 levels also regulate the expression of the TRF2^low^‐dependent DEGs in a non‐senescent context, i.e., in young cells of the same cell line. Indeed, downregulating TRF2 in young MRC‐5 cells was enough to cause an increased expression of genes belonging to the TRF2^low^‐dependent category (Figure S3C), further demonstrating the role of TRF2 in the replicative senescence transcriptome.

Gene ontology analyses using Reactome reveal that the TRF2‐independent DEGs belong to pathways related to cell cycle arrest and senescence (Figure S3D). 

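Pathway annotations were not used here. In their place, 2 short gene lists were compared between the groups. Of 28 genes that are high in dividing cells, such as MKI67, CCNB1 and MCM2, 27 were lower in senescent than in young cells with the empty vector (adjusted p below 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and all 28 with TRF2. The counts were the same when adjusted over the list alone, and 0 genes of this list were higher. The gene that did not pass was E2F1 (log2 fold change −0.09, adjusted p = 0.671 from the same edgeR test). Of 19 genes linked with senescence, which are cell-cycle inhibitors and secreted factors, 11 were higher and 6 lower with the empty vector, and 11 were higher and 7 lower with TRF2, again with the same counts when adjusted over the list alone. CDKN2A, which belongs to this list and which the paper also chose for ChIP-qPCR, went from 629 ± 42.5 (SD, n = 3) to 1443 ± 467 (SD, n = 3) normalized counts with the empty vector. The genes that did not pass were IL6 (log2 fold change 0.17, adjusted p = 0.484 from the same edgeR test) and IGFBP3 (log2 fold change −0.16, adjusted p = 0.220) with the empty vector and MDM2 (log2 fold change −0.29, adjusted p = 0.102) with TRF2, named after their values were seen.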

The other two groups, TRF2^low^ and TRF2^high^‐dependent DEGs, did not show a particular pathway enrichment probably due to the low number of DEGs present in those groups.

### 2.3 Decreased Lamin B1 expression leads to subtelomeric gene derepression

Lamin B1 is an important regulator of chromatin architecture and a component of the nuclear lamina whose expression decreased at senescence (Freund et al., 2012; Shimi et al., 2011). Together with the evidence of interactions between TRF2 and Lamin B1 (Pennarun et al., 2021), the fact that senescence‐associated TRF2 downregulation reduces the amount of Lamin B1 at heterochromatin (Mendez‐Bermudez et al., 2022) suggests a mechanistic link between senescence, TRF2, Lamin B1 and gene expression regulation. Thus, we performed RNA‐seq with young (PD 30) MRC‐5 cells upon Lamin B1 knock‐down and control (Figure S4A). 

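The knock-down of Lamin B1 adds 3 RNA-seq libraries of young cells that carried the empty vector and were transfected with siLMNB1. Their controls, by the labels, are the young cells with the empty vector and the control siRNA, the same 3 libraries that served as the young group of the senescence comparison. The targeted gene LMNB1 (chromosome 5, 126776623 to 126837020) had 1922 ± 38.5 normalized counts (SD, n = 3) in control cells and 86.0 ± 9.06 (SD, n = 3) with siLMNB1, a log2 fold change of −4.48 (standard error 0.13, adjusted p = 2.3e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It had 165 ± 16.9 (SD, n = 3) in senescent cells with the empty vector, 1812 ± 91.6 (SD, n = 3) in young cells expressing TRF2 and 108 ± 18.5 (SD, n = 3) in senescent cells expressing TRF2. Total counts per library ranged from 29033040 to 43116046 with siLMNB1 (median 30863085). All 6 libraries of this comparison come from the later deposit. The test was a coefficient of the same edgeR model, with the paper's threshold of 0.58 on the absolute log2 fold change.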

We identified 2607 DEGs (*p* adjusted < 0.05). Among them, 104 were upregulated subtelomeric genes and enriched in subtelomeric regions (fold enrichment = 1.7 with *p* = 3.01 e^−4^ for the first Mb from the telomere and fold enrichment = 1.5 with *p* = 0.0085 for the second Mb from the telomere, Figure 2c and Figure S4B), but no enrichment was observed for downregulated genes (Figure 2c). These results are similar to replicative senescence (Figure 1a) or upon TRF2 expression (Figure 2b) where no enrichment was found for downregulated genes. 

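In these counts, 2540 genes were DEGs between cells with siLMNB1 and control cells, of which 1357 were upregulated and 1183 downregulated. Leaving out one of the 6 compared libraries at a time gave between 2261 and 2385 DEGs. Without a fold change threshold, 4749 genes had an adjusted p below 0.05, and with a threshold of 1 there were 1083 DEGs. Chosen after seeing the data, DESeq2's test against the fold change threshold gave 581 DEGs with all libraries.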

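Upregulated DEGs with siLMNB1 within the first 2 Mb numbered 103, with a fold enrichment of 1.12 over the tested protein-coding genes and pseudogenes (p = 0.117, one-sided exact hypergeometric test). There were 59 in the first Mb (fold enrichment 1.20, p = 0.0779, same exact test) and 44 in the second (fold enrichment 1.03, p = 0.452, same exact test). The first Mb passed 0.05 with a replicate block (1.25, p = 0.0401, same exact test), among genes whose exons overlap no other gene, a setting chosen after seeing the data (1.39, p = 0.0409, same exact test), without the filter on low counts (1.38, p = 0.00525, same exact test), over all annotated genes (1.43, p = 0.00395, same exact test), without the third replicate of the young cells with the empty vector (1.31, p = 0.0206, same exact test) and without the first (1.26, p = 0.0450, same exact test) or second (1.29, p = 0.0264, same exact test) replicate of siLMNB1. With a threshold of 1 it was 0.868 (p = 0.771, same exact test). The second Mb passed 0.05 only over all annotated genes (1.39, p = 0.0175, same exact test). It fell below 1 in other settings, among them the offsets for GC content and length (0.806, p = 0.933, same exact test). The background mattered here. Over all annotated protein-coding genes and pseudogenes, tested or not, the fold enrichment over the 2 Mb was 1.42 (p = 2.5e-04, same exact test). Of the annotated genes of the first 2 Mb, 50.0% were among the tested genes, against 39.0% elsewhere. The fold enrichment was 1.28 without the filter on low counts (p = 0.00384, same exact test), 0.960 with the offsets for GC content and length (p = 0.683, same exact test), 1.18 without the second replicate of siLMNB1 (p = 0.0403, same exact test) and 0.940 without the third (p = 0.737, same exact test). Downregulated DEGs within the first 2 Mb numbered 39, with a fold enrichment of 0.486 (p = 1, same exact test). The 3 upregulated DEGs of the first 2 Mb with the largest fitted rises were B3GAT1, NOXA1 and JAG2. B3GAT1 and NOXA1 had at most 3 counts in each control library and were at least 2.51-fold and 2.17-fold higher with siLMNB1. NOXA1 lost its adjusted p below 0.05 in 4 of the 6 fits that left out one library (0.131 without the second and 0.110 without the third replicate of the control, 0.0623 without the first and 0.123 without the third of siLMNB1, from edgeR's quasi-likelihood test). JAG2 had 28.0 ± 9.63 normalized counts (SD, n = 3) with siLMNB1, a log2 fold change of 2.94 (standard error 0.46, adjusted p = 1.4e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).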

Interestingly, the two subtelomeres enriched upon knocking down of Lamin B1 (chr 8q and chr 22q, Figure S4C,D) belong to the group of seven chromosome ends being positively enriched in upregulated DEG at senescence (see Figure 1c).

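The same test at 40 single chromosome ends gave an unadjusted p below 0.05 for upregulated DEGs at 4 ends. At 8p they were 4 of 8 tested genes (fold enrichment 5.14, exact p = 0.00452), at 8q 12 of 60 (2.06, exact p = 0.0117), at 14q 4 of 11 (3.74, exact p = 0.0168) and at 22q 6 of 26 (2.37, exact p = 0.0353). After Benjamini-Hochberg adjustment over the 40 ends, 0 ends had a p below 0.05, and the adjusted p were 0.181, 0.224, 0.224 and 0.353. In the fits that left out one of the 6 compared libraries, between 0 and 3 ends had an unadjusted p below 0.05, with 0 without the third replicate of siLMNB1. End 8q was among them in 4 of these fits and 22q in 1.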

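DEGs with siLMNB1 that were also DEGs between senescent and young cells with the empty vector numbered 1080 (fold enrichment 1.55, p = 1.3e-73, one-sided exact hypergeometric test). In 872 of them (80.7%) both changes had the same direction, with 476 upregulated and 396 downregulated in both comparisons. Because the comparisons share their control libraries, the senescent cells with the empty vector were also compared with the young cells expressing TRF2, which left 967 shared genes (fold enrichment 1.52, p = 2.1e-59, same exact test). Across genes, which are not independent replicates, the Spearman correlation of the log2 fold changes was 0.316 with the shared controls and 0.246 with no shared library. In 20 simulations of unchanged groups against the shared controls, the highest correlation was 0.104.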

Among the 2607 Lamin B1‐dependent regulated genes, 460 were also differentially expressed in RS, in agreement with the decreased expression of Lamin B1 at senescence (Figure 2d). Moreover, a large majority of TRF2^low^‐dependent and TRF2‐independent DEGs are significantly overlapping the subtelomeric Lamin B1‐dependent upregulated DEGs (fold enrichment = 6.7 and 4.8 with *p* = 8.69 e^−10^ and *p* = 1.26 e^−12^, respectively, Figure 2e).

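Of the upregulated subtelomeric DEGs with siLMNB1, 19 were among the upregulated TRF2low-dependent DEGs of the first 2 Mb, a fold enrichment of 1.25 over the tested genes of that region (p = 0.168, one-sided exact hypergeometric test). The TRF2-independent DEGs held 46 (fold enrichment 2.26, p = 7.4e-10, same exact test). With DESeq2's test against the fold change threshold, chosen after seeing the data, the first of these overlaps was 2 of 13 genes with only the libraries compared (fold enrichment 5.51, p = 0.0483, same exact test) and 1 of 6 genes with a replicate block in addition (7.35, p = 0.129, same exact test). It also passed 0.05 with the offsets for GC content and length (fold enrichment 2.91, p = 6.2e-05, same exact test), without the filter on low counts (1.64, p = 0.0140, same exact test), over all annotated genes of the region (2.49, p = 1.1e-04, same exact test) and without the third replicate of the senescent cells with the empty vector (2.06, p = 0.00339, same exact test). It fell below 1 with no shared library (0.962, p = 0.610, same exact test), with glmTreat, which tests against a smaller fold change (0.762, p = 0.864, same exact test), without a fold change threshold (0.968, p = 0.613, same exact test), without the second replicate of the young cells with the empty vector (0.859, p = 0.755, same exact test) and without the third replicate of siLMNB1 (0.898, p = 0.702, same exact test). The overlap with the TRF2-independent DEGs kept a p below 0.05 in these settings except the one with the replicate block, where it was 1 of 6 genes (2.45, p = 0.346, same exact test).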

We concluded that the Lamin B1 downregulation in young fibroblasts recapitulates in part the transcriptome of senescent cells, including the subtelomere‐specific enrichment of derepressed genes. 

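In senescent compared with young cells, the log2 fold change of LMNB1 was −3.54 with the empty vector (standard error 0.12, adjusted p = 8.3e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −4.07 with TRF2 (standard error 0.13, adjusted p = 1.8e-13 from the same edgeR test). Of the 28 genes high in dividing cells, 26 were lower with siLMNB1 than in control cells, and 27 when adjusted over the list alone. The others were AURKB (log2 fold change −0.53, adjusted p = 0.0657) and E2F1 (log2 fold change −0.35, adjusted p = 0.133 from the same edgeR test). Of the 19 genes linked with senescence, 7 were higher and 5 lower. Among the latter were IL1B (log2 fold change −3.82), CXCL8 (−2.22), CCL2 (−1.16) and MMP1 (−1.05), named after their values were seen. From the shared DEGs and their position near telomeres, the paper concludes that lower Lamin B1 in young cells reproduces a part of the senescent transcriptome, the derepression near telomeres included.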

Noteworthy, the majority of TRF2^low^‐dependent DEGs are also regulated by Lamin B1 in young cells, suggesting commonalities between TRF2 and Lamin B1 to regulate their expression.

### 2.4 Specific subtelomeric gene derepression is not restricted to replicative senescence

We then asked whether the subtelomeric gene expression profile identified here in the context of “pure” replicative senescence (i.e., cells grown at 5% oxygen to avoid a combined effect with exogenous oxidative stress) is also observed when senescence is induced by other stressors. To this end, we compared our RNA‐seq results with a compilation of RNA‐seq datasets from different cell and senescence types (Hernandez‐Segura et al., 2017), including transcriptional signatures for replicative senescence (RS; comprising BJ, HFF, MRC‐5, WI‐38 and IMR‐90 cells), oncogene‐induced senescence (OIS; IMR‐90) and ionizing radiation‐induced senescence (IRIS; HCA‐2). Similar to our RNA‐seq dataset, when plotted along chromosomes, the RS signature genes but not those of the IRIS one exhibited a subtelomeric enrichment for upregulated genes (fold enrichment = 1.5 and 1.4 with *p* = 0.015 and 0.028 for the first and second Mb from the telomere, Figure 3a). Subtelomeric enrichment of upregulated genes was also detected in the OIS signature group (fold enrichment = 1.5 with *p* = 0.0017; Figure 3a).

**FIGURE 3:**
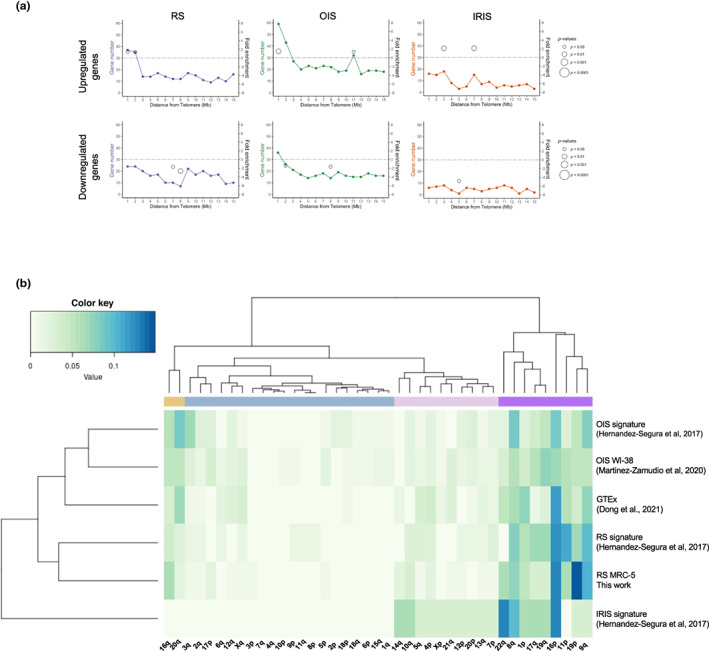
Subtelomeric DEGs distribution of different senescence inducers. (a) Distribution of upregulated genes (top panel) and downregulated genes (bottom panel) specific to a senescence stimulus identified by Hernandez‐Segura et al. (2017), along the first 15 Mb from telomeres (RS, Replicative Senescence; OIS, Oncogene Induced‐Senescence; IRIS, Ionizing Radiation‐Induced Senescence). The plot chart shows the number of senescence‐specific genes from each stimulus in relation to their distance to telomeres. Fold enrichment (right *Y*‐axis) is only shown if there is a significant *p*‐value and the size of the circles corresponds to the *p*‐value of the enrichment obtained by a hypergeometric test. (b) Heat map showing the clustering of upregulated genes in the first 2 Mb from telomeres per chromosome end. The main clusters are depicted with different colors at the top. GTEx, Genotype‐Tissue Expression project; IRIS, Ionizing Radiation‐Induced Senescence; OIS, Oncogene Induced Senescence; RS, Replicative Senescence.

We asked which chromosome ends were enriched for upregulated DEGs in these datasets. We found enrichment in three chromosome ends (9q, 11p, and 16p) for the RS signature and five (3q, 8q, 9q, 16q, and 20q) for the OIS signature (Table S1). Interestingly, most of those chromosome ends overlap with the seven chromosome ends described for our RNA‐seq with MRC‐5, although not necessarily the same genes are differentially expressed.

It was previously shown that age‐dependent DEGs in human tissues were enriched in subtelomeres (Dong et al., 2021). Thus, we asked whether the chromosome ends described in this work (MRC‐5 RS cells) were also enriched in age‐dependent DEGs. We found that five out of the seven subtelomeres were enriched for age‐dependent genes (Table S1) but not necessarily for the same genes. This suggests a combined action of subtelomeric‐specific properties and cell‐type‐specific mechanisms acting at the gene level.

By combining the results of our RNA‐seq analysis (MRC‐5 RS) with those of Hernandez‐Segura et al. (specific signatures for RS, OIS, IRIS), and the age‐associated human genes from the GTEx database tissues (Dong et al., 2021), we found that nine subtelomeres (chr1p, chr8q, chr9q, chr11p, chr16p, chr16q, chr19p, chr20q, and chr22q) are significantly enriched in age/senescence‐related upregulated genes (Figure S5). Then, we analyzed the connections between chromosome ends and the different senescence inducers described above in addition to the OIS transcriptome published in (Martínez‐Zamudio et al., 2020). This was performed by calculating the proportion of upregulated DEGs in any given subtelomere as compared to the DEGs found in all subtelomeres (Figure 3b). As expected, the nine subtelomeres enriched for upregulated DEGs were clustered (Figure 3b, the purple and the yellow cluster) together with other two chromosome ends, 17q and 19q. Interestingly, the type of inducer (RS or OIS) also clustered indicating inducer‐specific effects on the choice of the subtelomere preferentially upregulated (Figure 3b). Noteworthy, even if the IRIS DEGs did not exhibit any significant enrichment in specific subtelomeres, they show the same localization trend toward the subtelomeres enriched for the other inducers (Figure 3b).

### 2.5 Subtelomeres with upregulated DEGs are enriched in factors controlling insulation, cohesion and polycomb repression

We then investigated whether particular features are characteristic of the nine subtelomeres described above. For that, we used publicly available ChIP‐seq data of histone marks and transcription factors coming from proliferative primary fibroblasts and examined the coverage of such factors across the entire 2 Mb subtelomeric region. The coverage was computed as a percentage, and Spearman's rank correlation coefficient was calculated by comparing the nine subtelomere ends with upregulated DEGs vs the rest of the subtelomeres (Table S2). We found that enriched chromosome ends with upregulated DEGs have a positive correlation with the CCCTC‐binding factor (CTCF) and the Myc‐associated zinc finger protein (MAZ). Interestingly, these factors, together with members of the cohesin complex such as RAD21 and SMC3, which were also highly correlated with these chromosome ends, are associated with insulation and chromatin looping (Table S2 and Figure 4a,b).

**FIGURE 4:**
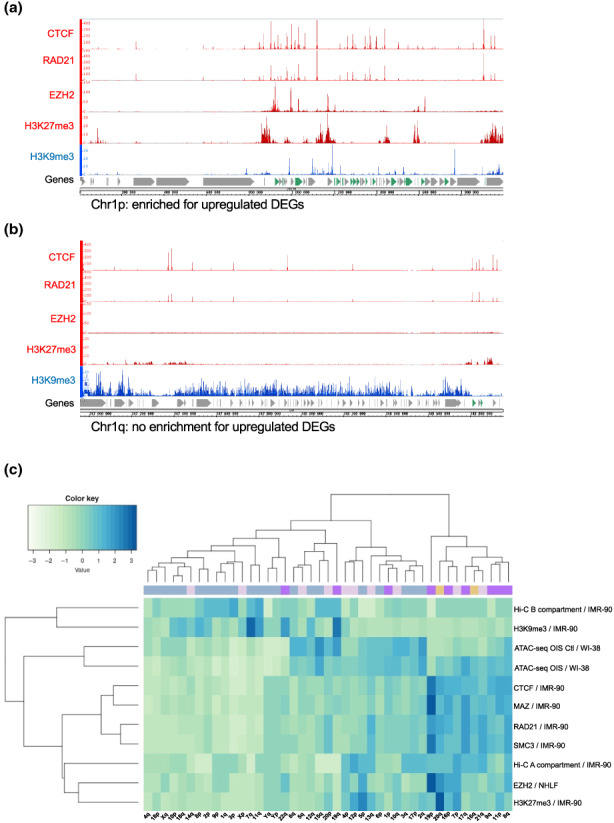
Histone mark and transcription factor enrichment distribution at subelomeres. (a) Example of a chromosome end with enrichment and (b) no enrichment for upregulated DEGs displaying different ChIP‐seq factors from ENCODE. Factors with positive (red) and negative (blue) enrichment in IMR‐90 primary fibroblasts are shown. Upregulated DEGs are marked in green. (c) Heatmap showing the clustering of different histone marks and other factors for the 2 Mb of the telomere end. The color line at the top of the heatmap correspond to the clusters identified in Figure 3b.

Besides, we found a correlation of several histone marks such as H3K27me3, H4K20me1, H3K36me3, H3K4me3, H3K79me2, and H3K9ac. Amongst those, the polycomb H3K27me3 factor appeared to be an important regulatory element of upregulated DEG subtelomeres as also the histone methyltransferase enzyme Enhancer of Zeste Homolog 2 (EZH2), which catalyzes the addition of methyl groups to histone H3 at lysine 27, was present in our correlation analysis (Table S2 and Figure 4a,b). We also found a negative correlation of marks such as H3K9me2 or H3K9me3, suggesting the chromosome ends with positive enriched DEGs are preferentially associated with facultative rather than constitutive heterochromatin. Overall, the subtelomeres can be partitioned into H3K27me3‐cohesin‐CTCF enriched ends containing genes susceptible of being upregulated at senescence and H3K9me3 enriched ends that appear resistant to senescence‐associated derepression.

Next, we extended our analysis by generating heatmaps (Figure 4c) using different factors enriched in our correlation analysis (Table S2) coming primarily from proliferative IMR‐90 primary fibroblast ChIP‐seq data from ENCODE. In addition, we used ATAC‐seq datasets from OIS cells to unveil chromatin accessibility (Martínez‐Zamudio et al., 2020) and Hi‐C data (Rao et al., 2014) which reveals long‐range interaction in the genome describing two types of chromatin compartments, one associated with open chromatin called A‐type and the other associated with closedaut chromatin or B‐type (Lieberman‐Aiden et al., 2009).

Heatmaps were made by using the coordinates of all ChIP‐seq peaks, ATAC‐seq and Hi‐C data to calculate the length they cover across each subtelomere followed by standardization of the data (Figure 4c). We found that eight out of the 11 chromosome ends of the purple and yellow cluster enriched in upregulated DEGs (see Figure 3b) are clustered with the A‐type chromatin compartment and exhibit a high level of CTCF, MAZ, RAD21, SMC3, EZH2 factors, and H3K27me3. In contrast, the three other subtelomeres enriched in upregulated DEGs (1p, 19q, and 22q) clustered with H3K9me3 and the B‐type compartment.

Finally, we performed H3K27me3 and H3K9me3 ChIP‐qPCR in MRC‐5 cells at PD 30 and PD 71 (senescent cells) to test the enrichment in a selection of upregulated DEGs (Figure 5). 

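In the RNA-seq counts, all 10 genes of the ChIP-qPCR in Figure 5a and 5b were higher in senescent than in young cells with the empty vector (adjusted p below 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), also when adjusted over the list alone. Apart from CDKN2A, a positive control, the paper chose these genes among its upregulated DEGs, so this is not independent evidence. Of these genes, FNDC10 (chromosome 1, 1598012 to 1600135), FBXL16 (chromosome 16, 692498 to 705801), SYNGR3 (chromosome 16, 1989660 to 1994275), GRIN3B (chromosome 19, 1000419 to 1009732), ABCA7 (chromosome 19, 1039997 to 1065572), APC2 (chromosome 19, 1446302 to 1473244), TCEA2 (chromosome 20, 64049836 to 64072347), FN3K (chromosome 17, 82735615 to 82751196) and ZSCAN18 (chromosome 19, 58083838 to 58118427) lie within 2 Mb of a chromosome end, and CDKN2A does not. FBXL16 went from 25.1 ± 3.84 (SD, n = 3) to 628 ± 115 (SD, n = 3) normalized counts, a log2 fold change of 4.64 (standard error 0.21, adjusted p = 2.4e-11 from the same edgeR test). ABCA7 went from 39.7 ± 6.55 (SD, n = 3) to 636 ± 87.5 (SD, n = 3), a log2 fold change of 3.98. The log2 fold change was 3.59 for GRIN3B, 2.55 for APC2, 2.27 for ZSCAN18, which shares 25.6% of its exonic bases with other genes, 2.14 for SYNGR3, 2.13 for FN3K, 2.07 for TCEA2, 1.72 for FNDC10 and 1.20 for CDKN2A. With the offsets for GC content and length FNDC10 was 0.40 and CDKN2A 0.80, below the threshold of 1, and the others were from 1.19 (TCEA2) to 3.59 (FBXL16). Of the 4 genes drawn as upregulated in Figure 5c, which include GRIN3B and ABCA7, all were higher, with a log2 fold change of 1.82 for ARHGAP45 and 1.61 for TMEM259 (0.70 and 0.46 with the offsets). The histone marks were not analysed here.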

The genes tested were mainly found in subtelomeres significantly enriched for upregulated DEGs (Figure 5a and Figure S6) and highly correlated with H3K27me3 histone mark (chr1p, chr16p, chr19p and chr20q). In agreement with ENCODE data, we found that those DEGs were enriched in H3K27me3 in young cells and as predicted, the levels significantly decrease in senescent MRC‐5 cells. We further tested three genes predicted to be enriched on H3K9me3 by ENCODE, and again, we confirmed those results (Figure 5b). One of those genes, *ABCA7*, was enriched on H3K9me3 and flanked by two genes enriched on H3K27me3 (Figure 5c), suggesting a complex regulation of gene expression at senescence.

**FIGURE 5:**
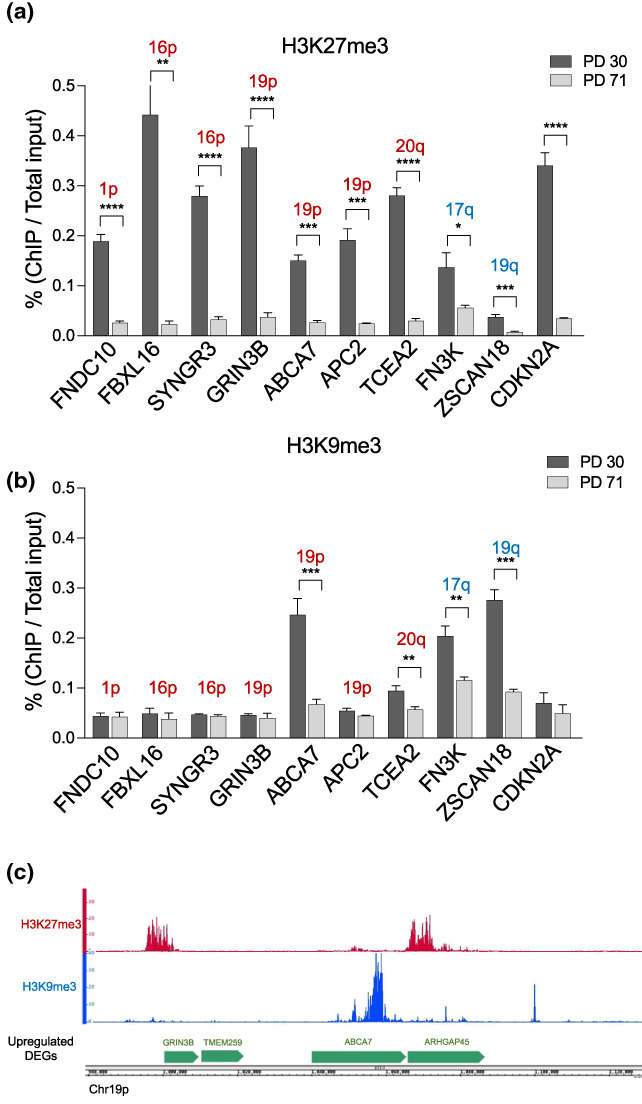
ChIP‐qPCR of upregulated DEGs. ChIP performed with H3K27me3 (a) H3K9me3 (b) antibodies in young (PD 30) and fully senescent MRC‐5 cells (PD 71). Upregulated DEGs found at positively enriched subtelomeres are marked in red, while in blue are marked subtelomeres containing upregulated DEGs but not positively enriched. CDKN2A was used as a positive control for H3K27me3 enrichment and is not located at a subtelomeric site. The bars represent the mean ± SD of three biological replicates. Statistics were performed using a *t*‐test, *p < 0.05; **p < 0.001; ***p < 0.0001; ****p < 0.00001. (c) Example of read profiles of H3K9me3 and H3K27me3 ChIP‐seq obtained from IMR‐90 ENCODE data in a fragment of a subtelomeric region of chromosome 19p.

## 3 DISCUSSION

Here, we revealed specific chromatin features of human subtelomeres contributing to the transcriptome of senescent and aged cells. Using the MRC‐5 cell line, we found enrichment of upregulated genes in a subset of subtelomeres (defined as the chromosomal regions up to 2 Mb from the telomere). These upregulated genes are likely to be normally repressed in young cells since they are specifically enriched in subtelomeres and are less expressed than the other subtelomeric genes in young cells. A similar subtelomere enrichment is found using public datasets of RS and OIS but not in IRIS. Using clustering analyses, our data confirmed that most upregulated DEGs are associated with a small number of subtelomeres even in the case of IRIS.

We further showed that the derepression of some of these genes is dependent upon the decreased levels of TRF2 and Lamin B1 occurring at senescence. Moreover, knocking down *TERF2* and *LMNB1* genes in young cells is sufficient to derepress their expression. Since TRF2 is known to mediate the formation of chromatin loops between telomeres and subtelomeres by the interaction with interstitial telomeric sequences (ITS; Kim et al., 2016; Robin et al., 2014, 2020), it is likely that the higher‐order organization of subtelomeres controlled by TRF2 plays a role in the senescence‐associated gene derepression observed at subtelomeres. One cannot rule out that other telomere factors, potentially able to interact with ITS, such as TRF1 (Simonet et al., 2011) or TERRA (Feretzaki et al., 2020), could mediate chromatin loops affecting subtelomeric gene expression. Indeed, TERRA favors the formation of heterochromatin marks by binding ORC1 (Deng et al., 2009) and the EZH2 and SUZ12 polycomb factors (Montero et al., 2018).

These results raised the question of whether this subset of subtelomeres has peculiar chromatin composition. Indeed, as a result of a large screening of ChIP‐seq data from primary young fibroblasts, we found that these subtelomeres are specifically enriched with proteins such as CTCF, MAZ, cohesin (RAD21, SMC3), and polycomb factors (EZH2, H3K27me3). Remarkably, CTCF, MAZ, and the cohesin complex are important for the formation of chromatin loops (Rao et al., 2017; Xiao et al., 2021). It is also known that cohesin and polycomb proteins interact to maintain chromatin organization (Dorsett & Kassis, 2014; Schaaf et al., 2013). Moreover, the expression of many of those factors decreases upon senescence (Ito et al., 2018).

Clustering analyses showed that the subtelomeres with a high proportion of upregulated DEGs are preferentially associated with the A‐type chromatin compartment and become more open upon OIS induction. One limitation of this analysis is the heterogeneity of cell lines and in most ChIP‐seq cases the lack of corresponding RNA‐seq data. Nevertheless, our analyses unveil that a subset of subtelomeres has specific chromatin features associated with gene upregulation at senescence which could render them more susceptible to gene expression at senescence.

All this raises the question of a role of telomere DNA length in the regulation of subtelomeric gene transcription during replicative senescence. Previously, the expression of the subtelomeric gene, ISG15, has been directly associated with telomere length (Lou et al., 2009). However, we did not find ISG15 in our RNA‐seq results nor in the published transcriptome dataset of replicative senescence we used in our analyses. 

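ISG15 (chromosome 1, 1001138 to 1014540) lies within 2 Mb of a chromosome end and was among the genes tested. Its normalized count was 1200 ± 160 (SD, n = 3) in young and 2374 ± 1107 (SD, n = 3) in senescent cells with the empty vector, a log2 fold change of 0.99 (standard error 0.22, adjusted p = 0.00105 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), below the threshold of a DEG. Under the offsets for GC content and length, the sign changed, to −0.12 (adjusted p = 0.387 from the same edgeR test, with a range from 1.8e-14 to 0.406 over 7 alternatives). In cells expressing TRF2, it was 1566 ± 144 (SD, n = 3) in young and 1298 ± 79.2 (SD, n = 3) in senescent cells, a log2 fold change of −0.27 (standard error 0.22, adjusted p = 0.308 from the same edgeR test).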

Arguing against a direct role of telomere length is the fact that we also found an enrichment of upregulated subtelomeric genes in OIS, a situation where the average telomere length is unaltered (Suram et al., 2012). However, in the case of OIS, one cannot rule out a telomere effect on subtelomeric gene expression caused by DNA replication stress leading to stochastic telomere loss, which are telomere events that cannot be detected by measuring the mean telomere length (Suram et al., 2012). Other non‐exclusive possibilities are an alteration at senescence of telomere‐subtelomeric chromatin loops mediated by factors such as TRF2 (Kim et al., 2016; Robin et al., 2014, 2020), the expression of which is known to decrease upon p53 activation (Fujita et al., 2010; Mendez‐Bermudez et al., 2022) or a subtelomeric enrichment of Polycomb‐repressed genes, as shown in this work, being up‐regulated as a consequence of the general attenuation of polycomb repression occurring during senescence (Bracken et al., 2007; Jacobs et al., 1999).

Altogether, these results unveil the existence of a subset of subtelomeres with specific chromatin profiles enriched in genes prone to be derepressed during senescence. This highlights the importance of subtelomeric regions in the senescence process.

## 4 MATERIALS AND METHODS

### 4.1 Cell lines

MRC‐5 human primary lung fibroblasts were obtained from ATCC. MRC‐5 cells were grown in DMEM supplemented with 10% fetal bovine serum, penicillin (100 IU/mL) and streptomycin (100 μg/mL). Cells were cultured at 37°C, 5% CO_2_ and 5% O_2_.

### 4.2 Lentivirus infection and siRNA transfection

Lentiviral particles were produced with 293 T cells transiently transfected with the virus packaging plasmids p8.91, VSVg and the lentiviral expression vector (empty: pWPIR‐GFP or TRF2: pWPIR‐GFP‐TRF2) by calcium phosphate precipitation. Viral supernatants were collected 48 h after transfection and concentrated by overnight centrifugation at 4°C.

siRNAs (Control and LMNB1) were purchased from Dharmacon (On‐Target Plus SMARTpool) and transfected with DharmaFECT1 transfection reagent (Dharmacon) for 3 days. The efficiency of siRNA was assessed by RT‐qPCR.

### 4.3 RNA extraction and RT‐qPCR

RNA extractions were performed accordingly to the manufacturer's instruction using the RNeasy Plus Mini Kit (Qiagen). The concentration and quality of the extracted RNA were assayed using the Nanodrop 2000 (Thermo Scientific) and/or Bioanalyzer instrument (Agilent). One μg of RNA was reverse‐transcribed using High‐Capacity RNA‐to‐cDNA Kit (Thermo Fisher Scientific) in a T100 thermal cycler (Bio‐Rad). Quantitative PCR was performed using 10 ng of cDNA with 0.6 μM primers (see list below) and SYBR Green Master Mix (Roche) on a StepOne plus thermocycler (Applied Biosystems). Data were analyzed using the Pfaffl method after the calculation of primer efficiency. VAMP7 and GAPDH were used as endogenous controls. All reactions were performed in triplicates and at least three biological replicates were used to generate each dataset.

**Table:** 

Gene name	Forward primer	Reverse primer
*PTGDS*	CTCTACAGCCGAACCCAGAC	CAGAGACATCCAGAGCGTGG
*ABCA2*	AAGAACGTGACGCTCAAACG	AAGGAGACTTCCTTCACGGAG
*NPDC1*	CTGGACTGTGCCCTGAAGAG	TGGGCCAGGAAGTCAATCTC
*SAPCD2*	ATGCTGAAGGAGCAGAACCG	GCTTAATGAGCGCCGACTTC
*DPP7*	CTGGTGTCGGACAGGTTCTG	GACTTCCCGTAGTAGCGGTG
*RNF208*	TGGCTGTCAACACGTCCATC	TACTACATGATGGAGCAGGCG
*CYSRT1*	GAGGACAGACTGCCGTGTTG	GCATCTCCGAGGATGAGGAAC
*PNPLA7*	GTACCCACAGGTGGTGACTC	CTTCCTCTGACACGGGCATC
*LMNB1*	ACATGGAAATCAGTGCTTACAGG	GGGATACTGTCACACGGGA
*TERF2*	GTTGGAGGATTCCGTAGCTG	GACCTTCCAGCAGAAGATGCT
*VAMP7*	GCCCATCCTGTTATCCAGAA	CAAAGCCTTTTTGGCCATC
*GAPDH*	TTGCCATGTGAGTACGTTAGT	CCGGACAGACTGAAGCCAT

### 4.4 EdU proliferation assay

To measure the proliferation of MRC‐5 cells, the click‐iT EdU Alexa Fluor 647 Imaging Kit (Thermo Fisher Scientific) was used. EdU was incubated for 14 h at a final concentration of 10 μM. Cells were imaged using fluorescence microscopy.

### 4.5 Chromatin immunoprecipitation (ChIP)

Around 5 million cells were cross‐linked for 10 min with 1% formaldehyde and washed with cold PBS. The cells were centrifuged, and the pellet re‐suspended in cell lysis buffer (5 mM PIPES pH 8, 85 mM KCl, 0.5% NP40 and protease inhibitors). The cells were pelleted at 4°C and re‐suspended in nucleus lysis buffer (50 mM Tris pH 8, 10 mM EDTA, 1% SDS, protease inhibitors), and the cells were sonicated using a Bioruptor Pico (Diagenode) to get an average fragment size of 600 bp. Each ChIP was carried out with 25 μg of DNA and incubated overnight with the desired antibody. Magnetic beads (Dynabeads, Life Technologies) were added for 2 h. The beads were washed with a low salt buffer (150 mM NaCl, 1% Triton X‐100, 0.1% SDS) and a high salt buffer (500 mM NaCl, 1% Triton X‐100, 0.1% SDS), followed by a lithium salt buffer (0.25 M LiCl, 1% NP40, 1% deoxycholic acid). Chromatin was eluted with a 1% SDS, 0.1 M NaHCO3 solution, and the cross‐link was reversed at 65°C overnight. The DNA was treated with RNase (10 mg/mL for 20 min) and proteinase K (10 mg/mL for 1 h at 55°C) followed by phenol‐chloroform purification and ethanol precipitation.

### 4.6 RNA sequencing

Young MRC‐5 cells were infected with an empty (pWPIR‐GFP) or TRF2 expressing (pWPIR‐GFP‐TRF2) virus at a multiplicity of infection (MOI) of one. Two days after infection, cells were transfected with a siRNA control or siLMNB1 and collected for RNA extraction 4 days after, at PD 30. For senescent cells, MRC‐5 cells were transduced with a TRF2‐expressing vector for about 25 PD before they senesce. Total RNA was extracted at the senescent point (for control cells at PD 71 and PD 75 for TRF2‐expressing cells). Each condition was done in triplicates. The proliferative and senescence status of cells were assessed constantly with EdU proliferation assay and Senescence‐Associated *β*‐Galactosidase staining.

Paired‐end sequencing (read length: 2 × 150 bp) was performed by NovoGene using an Illumina sequencer. Between 30 and 50 million reads were obtained per sample. Raw reads were trimmed using Trimmomatic (v0.39) with a minimal read length of 35 bp. Trimmed reads were mapped to the human genome assembly (GRCh38) using STAR (v2.6.1d) with the ‐quantMode GeneCounts (Dobin et al., 2013). Differentially expressed genes (DEGs) analysis was performed using DESeq2 R package (Love et al., 2014). *p*‐Values were corrected for multiple testing using the Benjamini and Hochberg default method. The list of differentially expressed genes was obtained with a cutoff of 0.05 on adjusted p‐values. A log2 fold‐change value of 1 (for DEG analysis between senescent and young MRC‐5 cells) and 0.58 (for DEG analysis between young MRC‐5 transfected with siLMNB1 and siRNA control) was used. Protein coding genes and pseudogenes were kept for subsequent analysis.

### 4.7 Senescence‐associated *β*‐galactosidase (SA‐β‐Gal) assay

SA‐*β*‐Gal staining was performed using the Senescence Detection Kit (ab65351; Abcam) according to the manufacturer's instructions. Cells were visualized using phase‐contrast microscopy and the percentage of SA‐*β*‐Gal positive cells was calculated.

### 4.8 Statistical analysis

Statistical analysis was performed using the GraphPad Prism software v9. Student's *t*‐test and the corresponding nonparametric Mann–Whitney test were used for qPCR analysis. The Kruskal–Wallis test was used for DESeq2 counts analysis. Differences were considered statistically significant when the *p*‐value was <0.05.

The p‐value of the enrichment analysis was based on the cumulative distribution function of the hypergeometric distribution using the function *phyper* from the stats R package. Fold enrichment (FE) was calculated using the following equation:

$$\mathrm{FE}=\frac{k}{\frac{s*M}{N}}$$

where *k* represents the number of successes, *s* is the sample size, *M* is the number of successes in the population, and *N* is the size of the population.

Regarding the enrichment analysis in the distribution of the DEGs in subtelomeres, the distance to the closest telomere was calculated for each gene. Chromosomes were then divided into 2 Mb non‐overlapping intervals according to the distance from a telomere, and DEGs were grouped in those intervals. The enrichment analysis was calculated as described above, with *s* as the total number of genes of interest, *M* as the total number of genes in the interval, and *N* as the total number of genes in the genome.

The correlation analysis between subtelomere ends with upregulated DEGs vs the rest of subtelomeres and different ENCODE factors was performed by calculating the length of the overlap between the coordinates of DEGs and the ones of the ChIP‐seq peaks. This overlap was expressed as a percentage followed by a Spearman's rank correlation coefficient computed using the R package lares.

A cluster heatmap (Figure 3b) was generated by calculating the percentage of upregulated genes present in the different chromosome ends. For each data set, the percentage was calculated as the number of upregulated genes in one chromosome end divided by the total number of upregulated genes in all chromosome ends. Heatmap of C was generated using the coordinates of different ChIP‐seq peaks from a selection of young primary fibroblast available in ENCODE, ATAC‐seq and Hi‐C data. The coordinates were used to calculate the length they covered across each subtelomere and then standardized using the *scale* function in R.

## AUTHOR CONTRIBUTIONS

Methodology, Martin Rey‐Millet; Mélanie Pousse; Chan Soithong; Aaron Mendez‐Bermudez Software, Mélanie Pousse; Chan Soithong Formal Analysis, Martin Rey‐Millet; Mélanie Pousse; Jing Ye; Aaron Mendez‐Bermudez; Eric Gilson Conceptualization, Aaron Mendez‐Bermudez, Eric Gilson; Writing‐Original Draft, Martin Rey‐Millet; Aaron Mendez‐Bermudez, Eric Gilson; Funding Acquisition, Eric Gilson.

## CONFLICT OF INTEREST STATEMENT

The authors declare no competing interests.

## Supporting information

Figure S1
Click here for additional data file.

Table S1
Click here for additional data file.

Table S2
Click here for additional data file.

## Data Availability

RNA‐seq data were deposited in the Gene Expression Omnibus database under accession numbers GSE180406 and GSE160503.

# Supplementary material for: Senescence‐associated transcriptional derepression in subtelomeres is determined in a chromosome‐end‐specific manner
**Source:** Aging Cell. 2023 Mar 15;22(5):e13804. doi: 10.1111/acel.13804
**Supplement:** Supplementary file 3 — Table S2

| Factor_Cell line            | Correlation value | p value              |
|-----------------------------|-------------------|----------------------|
| <b>Positive correlation</b> |                   |                      |
| CTCF_HFFc6                  | 0.516572          | 6.7636032902782e-07  |
| MAZ_IMR90                   | 0.515417          | 7.23256950583623e-07 |
| CTCF_BJ                     | 0.514085          | 7.81140356708368e-07 |
| CTCF_IMR90                  | 0.511593          | 9.01416044558095e-07 |
| CTCF_AG10803                | 0.487943          | 3.32108640069207e-06 |
| CTCF_AG04450                | 0.487943          | 3.32108640069207e-06 |
| CTCF_AG04449                | 0.485453          | 3.78853290070119e-06 |
| CTCF_AG09319                | 0.482964          | 4.3173305066657e-06  |
| CTCF_WI38                   | 0.482365          | 4.45447632047301e-06 |
| CTCF_HFFMyc                 | 0.47799           | 5.58808132588906e-06 |
| H3K27me3_SJCRH30            | 0.474454          | 6.69675457725983e-06 |
| H4K20me1_IMR90              | 0.465626          | 1.04309845399865e-05 |
| USF2_IMR90                  | 0.463771          | 1.14311769264503e-05 |
| H3K36me3_BJ                 | 0.453228          | 1.90451726393911e-05 |
| CTCF_AG09309                | 0.451237          | 2.09326854662105e-05 |
| H3K4me3_BJ                  | 0.45061           | 2.15628162896894e-05 |
| H3K4me3_AG04449             | 0.449365          | 2.28659939853691e-05 |
| H3K4me3_AG09309             | 0.44936           | 2.28712563038703e-05 |
| H3K4me3_HFFMyc              | 0.44069           | 3.42031131813033e-05 |
| SMC3_IMR90                  | 0.440657          | 3.42557377270612e-05 |
| H3K4me3_AG04450             | 0.440652          | 3.42632606911855e-05 |
| EZH2_IMR90                  | 0.439383          | 3.6307674386682e-05  |
| H3K4me3_AG09319             | 0.433176          | 4.80559002628514e-05 |
| MXI1_IMR90                  | 0.430778          | 5.34750663907591e-05 |
| H3K4me3_SJCRH30             | 0.429439          | 5.67416116126498e-05 |
| H3K4me3_AG10803             | 0.424463          | 7.05830384270416e-05 |
| H3K4me3_WI38                | 0.423218          | 7.45042113453182e-05 |
| RAD21_IMR90                 | 0.416994          | 9.73234774374079e-05 |
| H3K79me2_IMR90              | 0.413336          | 0.000113596087707541 |
| H3K4me3_GM23248             | 0.4033            | 0.000172063639269657 |
| H3K9ac_IMR90                | 0.402099          | 0.000180670571791162 |
| <b>Negative correlation</b> |                   |                      |
| H3K9me2_GM23248             | -0.272429         | 0.0132823945358119   |
| MAFK_IMR90                  | -0.268871         | 0.0145855503472771   |
| H3K9me3_IMR90               | -0.261398         | 0.0176862409571468   |
| H3K9me3_GM23248             | -0.220121         | 0.0469082004645685   |

**Supplementary table 2.** Correlation coefficient between nine enriched subtelomeres with upregulated DEGs vs the rest of subtelomeres.

How the deposited data were processed for this re-analysis (not part of the article)

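RNA was sequenced from 15 libraries of MRC-5 fibroblasts in 5 conditions with 3 replicates each: young cells with an empty vector, young cells expressing TRF2, young cells with siLMNB1, senescent cells with an empty vector and senescent cells expressing TRF2. The authors trimmed the reads with Trimmomatic, mapped them to GRCh38 with STAR and deposited the counts of reads on each gene, without normalization, and all columns of the table could be assigned to a condition and replicate from their labels. Total counts per library lay between 26725885 and 43116046. The number of replicates limits the precision of each comparison. Groups were taken from the labels, which place the control siRNA in all conditions except siLMNB1. The labels mark the libraries of the senescent cells as reanalysed from an earlier deposit, so the 2 deposits and the 2 states cannot be told apart.

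Genes were named and placed with GENCODE 44. Of the genes in the table, 19629 are protein-coding genes, 14954 are pseudogenes, 22365 belong to other classes and 324 are absent from that annotation. The table has 45 entries for the copy on chromosome Y of genes that chromosomes X and Y share. It lacks 696 annotated protein-coding genes and pseudogenes. The distance to the chromosome end was measured from the nearest end of the gene. The annotation release and the strand setting used for counting are not named in the paper's text.

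Counts were normalized with TMM and fitted with edgeR 4.0.16 in R 4.3.3, in one model with a mean for each of the 5 conditions, after filterByExpr. Log2 fold changes were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 15799 genes kept. DEGs were protein-coding genes or pseudogenes with an adjusted p below 0.05 and an absolute log2 fold change of at least 1 between senescent and young cells, or at least 0.58 with siLMNB1, as in the paper. Enrichment was tested with a one-sided exact hypergeometric test on the tested protein-coding genes and pseudogenes. Levels were log10 of mean normalized counts with a pseudocount of 1, compared by a two-sided permutation test of the rank sums with 100000 resamples. Offsets for GC content and gene length came from a loess curve with a span of 0.3 in each library. The curve was fitted to log2 counts, with a prior count of 1, relative to each gene's mean over all libraries fitted. Random lists and circular shifts of the calls along the gene order numbered 10000 each. The random lists were matched in 10 bins of GC content and 10 of mean expression. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 served for the enrichment, the levels and the figures, DESeq2 1.42.0 for alternatives and limma 3.58.1 as a part of edgeR.

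The thresholds, the comparisons, the alternatives, the gene lists and the rule for the genes named were fixed before the data were examined, apart from the alternatives stated to have been chosen after seeing the data. The genes named were those of the lists drawn from the paper, the upregulated and downregulated DEGs of the first 2 Mb with the largest log2 fold changes among those whose senescent libraries all lie on one side of the young ones (5 and 3 genes), the upregulated DEG with the smallest adjusted p at each enriched chromosome end, the 3 genes of the first 2 Mb with the largest rises with siLMNB1, the 3 TRF2low-dependent DEGs of the first 2 Mb with the smallest interaction p, and single genes of a list where its count was 5 or fewer. There were 9 gene lists: genes named in the paper, genes of the ChIP-qPCR, genes drawn in Figure 5c, genes with RT-qPCR primers, genes of chromatin factors, shelterin genes, genes high in dividing cells, genes linked with senescence and interferon-stimulated genes. The alternatives covered 18 kinds of choice, among them DESeq2's size factors and Wald test, no filter on low counts, only the libraries compared, a replicate block, the offsets, glmTreat (against 0.5 and 0.29 on the log2 scale), no fold change threshold, protein-coding genes only, other backgrounds, the gene midpoint, another control group and each library left out in turn. Chosen after seeing the data were DESeq2's Wald test against the fold change threshold and the restriction to genes whose exons overlap no other gene.

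The steps were tested on simulated data drawn from the means and sizes of the real libraries. Of 200 genes changed by 2 on the log2 scale, 99.5% were recovered, with 2 false calls among 15365 genes. A GC trend added to the senescent libraries gave 2285 false calls among 15382 genes without correction and 2 among 15416 genes with the offsets. The added trend was linear and the same in every senescent library. Its slope was close to the steepest one measured (0.849 per 10 percentage points, in 1 library). The other senescent libraries had slopes from 0.470 to 0.516, so the number of false calls does not estimate those in the real data. The interaction recovered 96% of genes with a difference of 2 on the log2 scale among 15376 genes and 70% with a difference of 1 among 15351 genes. Of 1000 random lists, 5% had an enrichment p below 0.05. The histone marks, the protein levels, the pathway terms and the other transcriptome datasets cited in the paper were not analysed here.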

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

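The counts of splits of the libraries for the interaction were chosen as a test only after the number of genes was seen. The tests of the difference between senescent cells with and without TRF2 were written down before their own values were computed.

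The change at senescence differed between cells with the empty vector and cells expressing TRF2 in 179 genes, by the interaction in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The number moved when single libraries were left out, from 6 without the second replicate of the young cells with the empty vector to 2089 without the first replicate of the senescent cells with the empty vector. Of 100 splits in which young and senescent libraries were regrouped between empty vector and TRF2 in the model of all 15 libraries, 6 gave as many genes as the real grouping, which is among them. The highest number in another split was 1196 and the median was 0. The splits had first been run in models of only the 12 libraries of the 2 comparisons, where the real grouping gave 8 genes and some splits gave more, and were then run in the model that gave the 179 genes. Young and senescent libraries were regrouped separately, so a split can keep the real grouping of the senescent libraries. Which of the splits did so was not examined. The splits therefore cannot decide whether a grouping unrelated to TRF2 gives as many genes as were found. The offsets for GC content and length left 329 genes. A difference caused by TRF2 stays open and is not shown by these libraries.

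Senescent cells expressing TRF2 and senescent cells with the empty vector, which the paper does not compare directly, differed in 1782 genes, of which 770 were higher and 1012 lower with TRF2 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4438 genes at an unadjusted p below 0.05). Young cells with and without TRF2 differed in 28 genes (24 higher and 4 lower, 1526 at an unadjusted p below 0.05). The third replicate of the senescent cells with the empty vector mattered for the young cells as well, through the shared model, since without it 320 genes differed between young cells with and without TRF2. Leaving out another senescent library gave from 21 to 69 genes, the highest without the first replicate of the senescent cells with the empty vector. A trend with GC content as the whole cause is argued against by the offsets, which gave 2493 genes, 1605 of them among the 1782. The log2 fold changes correlated with GC content across genes, which are not independent replicates (Spearman correlation −0.264, and 0.0873 with the offsets). The third replicate of the senescent cells with the empty vector as the whole cause is argued against by the genes found without it, which held 74.92% of the 1782. The number depended on other libraries too. It was 4411 without the first replicate of the senescent cells with the empty vector, and 722, 774 and 931 without replicates 1, 2 and 3 of the senescent cells expressing TRF2. Of the 10 splits of these 6 libraries, 1, the real one, gave as many genes, and 10 splits cannot give a share below 0.05. The cells also differ in their population doublings, 71 with the empty vector and 75 with TRF2, which was not tested. A biological difference from TRF2 or from the later doublings stays open.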

How the results depend on the processing

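All settings of DESeq2's test against the fold change threshold and of genes whose exons overlap no other gene were chosen after seeing the data, and each is named as such below.

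Of 21 results of comparisons, 6 kept their direction and their side of the threshold under all alternatives set beforehand and with each library left out, and 1 of the 6, the overlap of siLMNB1 with TRF2-independent DEGs, lost its p below 0.05 in a setting chosen after seeing the data. Of 27 results of gene lists, which are counts of changed genes, 23 stayed within 1.5 times their value under 4 alternatives set beforehand. No library was left out for them. This limit leaves room for lost genes at senescence with the empty vector. Genes of chromatin factors fell from 13 to as few as 9, genes linked with senescence from 17 to 13 and interferon-stimulated genes from 17 to 12. Among the 6, the fold enrichment of upregulated DEGs in the first 2 Mb at senescence ranged from 1.16 to 2.79 over 14 alternatives, that of the upregulated TRF2low-dependent DEGs from 1.34 to 3.18, that of the downregulated DEGs from 0.335 to 0.612, and the overlap of DEGs with siLMNB1 and at senescence from 1.11 to 3.91 over 13 alternatives. Of 963 values of 73 single gene results under alternatives or with a library left out, 10 were weaker, 17 were stronger and 10 were reversed, the last in 5 genes. The cause of the changes below was not tested, except that fewer genes or libraries enter a setting by its construction.

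With DESeq2's Wald test, 486 genes had an interaction between senescence and TRF2, the upregulated TRF2high-dependent DEGs had a fold enrichment of 1.05 in the first 2 Mb and 1.32 in the first Mb, and 1 chromosome end was enriched for downregulated DEGs. Without the filter on low counts, 955 genes had an interaction, the TRF2high-dependent enrichment was 1.10 in the first 2 Mb, 1.14 in the first Mb and 1.05 in the second, the enrichment with siLMNB1 was 1.28 (p = 0.00384, one-sided exact hypergeometric test), 1 end was enriched for downregulated DEGs, the level of the upregulated DEGs in young cells differed by 0.0608, the overlap of siLMNB1 with TRF2low-dependent DEGs was 1.64, 5 genes with RT-qPCR primers changed with siLMNB1 and 3 shelterin genes changed with TRF2. With only the libraries compared, 8 genes had an interaction, the siLMNB1 enrichment in the second Mb was 0.982 and 0 ends were enriched for downregulated DEGs.

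Under the offsets for GC content and length, there were 738 TRF2low-dependent DEGs and 329 genes with an interaction, the siLMNB1 enrichment was 0.960 in the first 2 Mb and 0.806 in the second Mb, 6 ends were enriched for upregulated and 1 for downregulated DEGs, the overlap of siLMNB1 with TRF2low-dependent DEGs was 2.91, and 2 shelterin genes changed at senescence and 1 with siLMNB1. The log2 fold change at senescence became −0.12 for ISG15, −0.32 for MAZ, 0.35 for EED and 0.14 for TERF1. It also became −0.69 for GAPDH (adjusted p = 6.2e-07 from edgeR's quasi-likelihood test), 0.19 for MAFK and 0.0580 for ACD, which no longer passed 0.05. Adding the replicate block to the offsets, these values were 726, 314, 0.991, 0.860, 6, 1 and 3.29 for the comparisons in the same order up to the overlap, and −0.12, −0.32, 0.33 and 0.14 for the 4 genes.

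With glmTreat, the overlap of siLMNB1 with TRF2low-dependent DEGs was 0.762. Without a fold change threshold, there were 9380 DEGs with the empty vector, 8523 with TRF2, 4749 with siLMNB1, 7380 TRF2-independent, 2000 TRF2low-dependent and 1143 TRF2high-dependent DEGs, the level in young cells differed by 0.164 and the overlap with TRF2low-dependent DEGs was 0.968. Against all annotated genes, the TRF2high-dependent enrichment in the first Mb was 1.13, the siLMNB1 enrichment was 1.42, 1 end was enriched for downregulated DEGs and the overlap with TRF2low-dependent DEGs was 2.49. Against the matched random lists, the TRF2-independent enrichment was 1.05 (p = 0.183, one-sided permutation test). With a threshold of 1 for siLMNB1, there were 1083 DEGs, with an enrichment of 0.878 in the first 2 Mb, 0.868 in the first Mb and 0.889 in the second and 2 enriched ends. With the young cells expressing TRF2 as the control of senescence, the overlap with TRF2low-dependent DEGs was 0.962. With all genes of at least 1 count as no-DEGs, the level in young cells differed by 0.216.

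Among genes whose exons overlap no other gene, chosen after seeing the data, there were 1858 DEGs with the empty vector, 1625 with TRF2, 1306 with siLMNB1, 1292 TRF2-independent, 566 TRF2low-dependent and 333 TRF2high-dependent DEGs, the siLMNB1 enrichment was 1.36 (p = 0.00947, one-sided exact hypergeometric test) and 0 ends were enriched for downregulated DEGs. DESeq2's test against the fold change threshold, also chosen after seeing the data, gave 1574 DEGs with the empty vector, 1430 with TRF2, 581 with siLMNB1, 1125 TRF2-independent, 449 TRF2low-dependent and 305 TRF2high-dependent DEGs, TRF2high-dependent enrichments of 1.02 in the first 2 Mb and 1.22 in the second Mb, siLMNB1 enrichments of 0.797, 0.745 and 0.856 in the first 2 Mb, the first Mb and the second Mb, and 2 ends with siLMNB1. In only the libraries compared, the same test gave 1205, 1536, 881, 983 and 222 DEGs in the first 5 of these groups, TRF2high-dependent enrichments of 1.06 and 1.36, siLMNB1 enrichments of 0.640, 0.742 and 0.525, 1 end with siLMNB1 and an overlap with TRF2low-dependent DEGs of 5.51. With the replicate block in addition, it gave 1077, 1388, 714, 896 and 181 DEGs, TRF2high-dependent enrichments of 1.03 and 1.36, siLMNB1 enrichments of 0.416, 0.653 and 0.148, 0 ends with siLMNB1, and an overlap with TRF2-independent DEGs of 2.45 (p = 0.346, one-sided exact hypergeometric test).

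Across the 12 fits that each left out one library of the 2 senescence comparisons, there were from 799 to 1708 TRF2low-dependent DEGs, the lowest number without the third replicate of the senescent cells with the empty vector, and from 6 to 2089 genes with an interaction, without the second replicate of the young and the first replicate of the senescent cells with the empty vector. The TRF2high-dependent enrichment went from 0.536 to 1.06 in the first 2 Mb and from 0.503 to 1.19 in the first Mb, both highest without the third replicate of the senescent cells with the empty vector. Across the 6 fits for siLMNB1, the enrichment went from 0.940 without the third replicate of siLMNB1 to 1.18 without the second in the first 2 Mb, and from 0.858 to 1.06 in the second Mb. From 0 to 3 ends were enriched with siLMNB1, with 0 without siLMNB1 replicate 3 and 1 without replicate 1 or 2 of the young cells with the empty vector. From 1 to 2 ends were enriched for downregulated DEGs at senescence, with 1 without the first or second replicate of the young or the senescent cells with the empty vector. Across 15 fits, the overlap of siLMNB1 with TRF2low-dependent DEGs went from 0.859 without the second replicate of the young cells with the empty vector to 2.06 without the third replicate of the senescent ones. The log2 fold change of GAPDH at senescence went from −0.26 to 0.0161 in these fits, above 0 without the first (0.0161) or second (0.00667) replicate of the senescent cells with the empty vector.

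The conditions share replicate numbers. The deviations of same-numbered libraries from their group means correlated from −0.105 to 0.22 over 30 pairs (median 0.0026), so the numbers do not pair the samples. The replicate block alone gave 3821 DEGs with the empty vector, 3262 with TRF2, 2540 with siLMNB1 and 184 genes with an interaction. With it the siLMNB1 enrichment in the first Mb was 1.25 and passed 0.05 (p = 0.0401, one-sided exact hypergeometric test), against 1.20 (p = 0.0779, same exact test) without it. Of the enriched ends, 22q was lost with siLMNB1 and 4p and 7p were gained at senescence.

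The depth, at least 26725885 counts per library, left some genes of the first 2 Mb with at most 3 counts in every library of a group, for which only lower bounds of the change can be given.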

Differences from the paper's values

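No test of a cause was made for these differences. DESeq2's test against the fold change threshold and the restriction to genes whose exons overlap no other gene were chosen only after the results were seen.

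The paper's number of DEGs between senescent and young cells is 1051 with the empty vector and 1366 with TRF2, and here it was 3839 and 3256. The paper's number of TRF2-independent DEGs is 856, against 2617 here, and its number of TRF2low-dependent DEGs is 195, against 1222 here. None of the alternatives set before the data were examined closed these gaps. DESeq2's test against the fold change threshold, chosen after seeing the values, gave 1574, 1430 and 1125 DEGs with the empty vector, with TRF2 and in both, within 1.5 times the paper's values. In only the libraries compared it gave 1205, 1536 and 983, with 222 TRF2low-dependent DEGs, and with a replicate block in addition 1077, 1388 and 896, with 181. For siLMNB1 the same test moved away from the paper's values, to which the main test was close. DEGs fell from 2540 to 581, 881 and 714 in these settings. Upregulated DEGs of the first 2 Mb fell from 103 to 10, 13 and 6. The test therefore does not account for the paper's values as a whole. Genes whose exons overlap no other gene, also chosen after seeing the values, gave 1625 DEGs with TRF2.

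Of the TRF2low-dependent DEGs, the paper's number in the first 2 Mb is 27, of which 26 are upregulated, against 145 and 140 here. None of the alternatives set before the data were examined closed these gaps. DESeq2's test against the fold change threshold in only the libraries compared, chosen after seeing the values, gave 29 and 29, and with a replicate block 22 and 22.

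The paper's Fig. 1a shows about 50 upregulated DEGs in the first Mb and about 44 in the second, read by eye, against 178 and 149 here. Of the alternatives set before the data were examined, the offsets for GC content and length gave 72 and 58, and with a replicate block 72 and 57, within 1.5 times of these values, and the others did not. Of those chosen after seeing the values, DESeq2's test against the fold change threshold gave 64 in the second Mb, in only the libraries compared 56 and 48, and with a replicate block 48 and 43, and genes whose exons overlap no other gene gave 75 in the first Mb.

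The paper's fold enrichment of upregulated DEGs at senescence is 3.6 in the first Mb and 3.8 in the second, against 2.25 and 2.16 here. Of the alternatives set before the data were examined, all annotated genes as the background gave 2.68 and 2.93, and no filter on low counts gave 2.47 in the first Mb, within 1.5 times of the paper's values, and the others did not. Chosen after seeing the values, DESeq2's test against the fold change threshold gave 2.68 and 2.62, in only the libraries compared 2.73 and 2.72, and with a replicate block 2.82 and 2.89. For the TRF2-independent DEGs in the second Mb, the paper's fold enrichment is 4.3, against 1.97 here. None of the alternatives set before the data were examined closed this gap, and the same test of DESeq2, chosen after seeing the values, gave 2.90, 2.97 and 3.13 in these 3 settings. For the TRF2low-dependent DEGs in the first Mb, the paper's fold enrichment is 5.3, against 2.56 here, and no alternative closed the gap, set before or chosen after the data were examined.

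The paper's number of DEGs shared between siLMNB1 and senescence is 460, against 1080 here. Of the alternatives set before the data were examined, a threshold of 1 for siLMNB1 gave 549, within 1.5 times, and the others did not. Genes whose exons overlap no other gene, chosen after seeing the values, gave 565. The paper's fold enrichment of the overlap with TRF2low-dependent DEGs is 6.7, against 1.25 here, and none of the alternatives set before the data were examined closed the gap. DESeq2's test against the fold change threshold in only the libraries compared, chosen after seeing the values, gave 5.51, from 2 of 13 genes, and with a replicate block 7.35, from 1 of 6 genes. For the overlap with TRF2-independent DEGs the paper's value is 4.8, against 2.26 here. All annotated genes as the background gave 4.52, the only alternative set before the data were examined that closed the gap, and DESeq2's test in only the libraries compared, chosen after seeing the values, gave 4.28.

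The paper's number of chromosome ends enriched for downregulated DEGs is 1, against 2 here, 5p and 1q. Of the alternatives set before the data were examined, 1 end was found with DESeq2's Wald test, without the filter on low counts, with the offsets with and without a replicate block, against all annotated genes, and without the first or second replicate of the young or of the senescent cells with the empty vector. It was also 1 end, 5p, with the young cells expressing TRF2 as the control, an alternative set for the overlaps alone. The paper's number of ends enriched with siLMNB1 is 2, against 4 here, 8p, 8q, 14q and 22q. Of the alternatives set before the data were examined, 2 ends were found with a threshold of 1 for siLMNB1 (3p and 8p) and without the first replicate of siLMNB1 (8p and 8q), and 3 ends, within 1.5 times, with a replicate block, with the offsets with and without that block, without a fold change threshold, without the third replicate of the young cells with the empty vector and without the second replicate of siLMNB1. The test of DESeq2 against the fold change threshold gave 2 (3q and 19p) and genes whose exons overlap no other gene 3, both chosen after seeing the values. None of the settings with 2 ends gave the 2 ends of the paper, 8q and 22q.

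For ends enriched for upregulated DEGs at senescence, the paper lists 8q, 9q, 11p, 16p, 16q, 19p and 22q. All 7 were among the 12 ends here, which also held 1p, 10q, 14q, 17q and 20q. Of the alternatives set before the data were examined, the offsets gave 6 ends with and without a replicate block, of which 3 are on the paper's list. In only the libraries compared, DESeq2's test against the fold change threshold, chosen after seeing the values, gave 10 ends. The paper states that upregulated DEGs with siLMNB1 are enriched near telomeres, whereas here the fold enrichment in the first 2 Mb was 1.12 (p = 0.117, one-sided exact hypergeometric test). It passed 0.05 against all annotated genes (1.42, p = 2.5e-04, same exact test), without the filter on low counts (1.28, p = 0.00384, same exact test), without the second replicate of siLMNB1 (1.18, p = 0.0403, same exact test) and, chosen after seeing the values, among genes whose exons overlap no other gene (1.36, p = 0.00947, same exact test). The paper states that the subtelomeric DEGs with siLMNB1 overlap the TRF2low-dependent DEGs significantly, whereas here p was 0.168 (one-sided exact hypergeometric test). It passed 0.05 with the offsets (p = 6.2e-05, same exact test, and 1.3e-06 with a replicate block), without the filter on low counts (p = 0.0140, same exact test), against all annotated genes (p = 1.1e-04, same exact test), without the third replicate of the senescent cells with the empty vector (p = 0.00339, same exact test) and, chosen after seeing the values, with DESeq2's test against the fold change threshold in only the libraries compared (p = 0.0483, same exact test). The paper states that ISG15 was not found in its RNA-seq results. Here it had counts in all libraries and a log2 fold change of 0.99 at senescence with the empty vector, below the threshold of 1. Without the first replicate of the young, or the first or second replicate of the senescent cells with the empty vector, the log2 fold change was 1.09, 1.21 and 1.11, which passes it, and without the third replicate of the senescent cells with the empty vector it was 0.52.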

Other observations

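The tests of the background for siLMNB1, of the shared controls, of library size, of the near-absent genes in both directions and of the splits for the 3 comparisons were chosen only after the result was seen.

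The enrichment of upregulated DEGs in the first 2 Mb was weighed against technical explanations. A trend with GC content and length as the whole cause is argued against by the offsets, under which the fold enrichment was 1.348, although most of the excess was lost with them and bins of 1 Mb further from the end, the 12th (1.61) and the 17th (1.50), then lay above the first Mb (1.40). The GC content and expression of subtelomeric genes as the whole cause are argued against by the random lists matched on both, against which it was 1.16. Neighbouring genes that change together are argued against by circular shifts, of which a share of 0.0003 gave as many subtelomeric DEGs. Another way of counting overlapping genes in the senescent libraries is argued against by the genes whose exons overlap no other gene, among which it was 2.266. The 2 deposits cannot be told apart from the 2 states, since 0 young libraries come from the earlier deposit, so a difference between deposits stays open beside senescence itself.

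The log2 fold changes at senescence correlated with GC content across the 13956 genes, which are not independent replicates, with a Spearman correlation of 0.538 with the empty vector and 0.450 with TRF2, against 0.122 with siLMNB1. The totals do not separate the states as the slopes with GC content do, since 5 of the 6 senescent libraries had a total within the range of the young totals, which argues against library size as the cause. No biological explanation of this trend was tested.

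Some genes were well counted in every library of one state and nearly absent in the other. There were 52 genes with at least 50 counts in every young library and at most 2% of that level in every senescent library, and 9 genes the other way, while 0 genes separated siLMNB1 from the other young libraries or senescent cells with TRF2 from those with the empty vector in this way. ALDOA had from 25127 to 41817 counts in young and from 43 to 108 in senescent libraries, and LDHB, ZC3H11A and MAD1L1 were among the 52. The other way, GSN had from 47 to 134 and from 13827 to 24134 counts, and PALM2AKAP2, POLR2F and RN7SL1 were among the 9. These genes were chosen after their values were seen. More than 20% of the exonic bases are shared with another gene in 88.52% of the genes of both directions, in 96.2% of the 52, in 44.4% of the 9 and in 13.2% of 15683 other tested genes. Reads counted in another way in the senescent libraries are a candidate explanation. At the same limit of 20%, 57.69% of the 52 share bases with an annotated gene that is absent from the table, against 2.76% of other tested genes, which is consistent with a newer annotation used for counting the senescent libraries. Counting by strand in only one set of libraries would act on bases shared with a gene on the opposite strand. At the same limit 12 of the 52 share such bases (23.08%, against 7.70% of other tested genes). On the same strand 80.77% of the 52 share bases, against 5.34% of other tested genes. These values argue against counting by strand as the cause for most of the 52, and it stays open for the 12. Of the 52, 42 were DEGs at senescence and all 42 were TRF2-independent, and 1 of the 52 lies in the first 2 Mb. Of the 9, 8 were DEGs.

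The downregulated DEGs at 5p include SDHA (log2 fold change −5.84), AHRR (−4.85), IRX4 (−3.94), PDCD6 (−3.56), PLEKHG4B (−3.19) and TRIP13 (−2.38). Among genes at 5p whose exons overlap no other gene, the p for enrichment was 0.07159 (one-sided exact hypergeometric test) with 3 of 9 genes. The genes are too few to tell apart another way of counting from a fall in senescent cells.

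The enrichment of upregulated DEGs with siLMNB1 against all annotated genes may come from the filter on low counts. Tested genes as a whole had a fold enrichment of 1.264 in the first 2 Mb against the 35266 annotated genes (p = 2.0e-21, one-sided exact hypergeometric test).

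Of the TRF2low-dependent DEGs, 94.27% changed in the same direction in the comparison with TRF2. A threshold passed in one comparison and just missed in the other and an effect of TRF2 cannot be told apart for most of these genes, since 5.81% had an interaction adjusted over the list alone, which was chosen on these libraries.

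The lower level of upregulated subtelomeric DEGs in young cells was also found when the DEGs were chosen in the comparison with TRF2, with a difference of medians of −0.6696, which argues against selection on the same young libraries as the whole cause. Upregulated DEGs outside the first 2 Mb showed a difference of −1.166. A property of upregulated DEGs anywhere on the chromosomes is a candidate explanation for the lower level in the first 2 Mb.

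The correlation of log2 fold changes with siLMNB1 and at senescence was 0.246 with no shared library, above the highest value of 0.104 in simulated unchanged groups, which argues against the shared controls as the whole cause. With senescent and young cells expressing TRF2, which share no library with siLMNB1 either, it was 0.267.

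Of the 10 splits of the 6 libraries, 1, the real one, gave as many DEGs for senescence with the empty vector, and the count was also 1 of 10 for senescence with TRF2 and 1 of 10 for siLMNB1. A share below 0.05 cannot be reached with 10 splits.

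Of 24 interferon-stimulated genes, 22 were tested, a list that includes ISG15. With the empty vector, 5 were higher and 12 lower in senescent cells, with TRF2 0 were higher (also 0 at an unadjusted p below 0.05) and 17 lower, and with siLMNB1 2 were higher and 6 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with the same counts when adjusted over the list alone. Higher with the empty vector were ISG15, IFI6 (log2 fold change 1.16), IRF9 (1.65), IRF7 (0.74) and STAT2 (0.32), of which IFI6 shares 23.1% and IRF9 27.2% of their exonic bases with other genes. Higher with siLMNB1 were IFI44L (1.39) and STAT2 (0.48).

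Of the 13 genes of chromatin factors, 4 were higher and 9 lower in senescent cells with the empty vector, 3 and 9 with TRF2, and 1 and 3 with siLMNB1, also when adjusted over the list alone. MAZ (log2 fold change 0.72, with 58.4% of its exonic bases shared with other genes), USF2 (1.05), MXI1 (1.48) and MAFK (1.11) were higher with the empty vector. Under the offsets MAZ was −0.32 and MAFK 0.19 (adjusted p = 0.0805), and neither passed as higher. Of the genes lower with the empty vector, STAG1 was −0.19 (adjusted p = 0.0827) and EED 0.35 (adjusted p = 0.0673) under the offsets, and neither passed as lower. With siLMNB1, MAFK (0.39) was higher and EZH2 (−0.83), USF2 (−0.49) and RAD21 (−0.38) were lower. Of the 6 shelterin genes, TERF2IP (0.44) and ACD (0.82, and 0.0580 with an adjusted p of 0.674 under the offsets) were higher and TERF1 (−0.45) and POT1 (−1.25) lower with the empty vector. With TRF2, 2 were higher and 3 lower, and with siLMNB1 0 changed, also 0 at an unadjusted p below 0.05, all with the same counts when adjusted over the list alone.

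Of the 8 genes with RT-qPCR primers, which the study chose on these libraries, 6 were higher and 2 lower in senescent cells, with the empty vector as with TRF2, the latter being PTGDS and SAPCD2, which share 23.4% and 23.1% of their exonic bases with other genes. With siLMNB1, DPP7 (log2 fold change 0.73) and RNF208 (0.90) were higher and SAPCD2 (−1.51) was lower, and adjusted over the list alone 5 were higher and 1 lower, which is not independent evidence. Of the 10 genes of the ChIP-qPCR, 10 were also higher with TRF2, and 7 were higher with siLMNB1 (8 adjusted over the list alone). Those that did not pass were FNDC10, SYNGR3 and APC2. Of the 4 genes of Figure 5c, 4 were higher with TRF2 and 2, GRIN3B and ABCA7, with siLMNB1. Of all 25 genes named in the paper, 24 were tested. With the empty vector 19 were higher and 3 lower, with TRF2 18 and 3, and with siLMNB1 9 and 3, also when adjusted over the list alone. Of these 25 genes, 22 stand in another list too and 19 were picked by the study from these libraries. The shelterin, senescence and interferon lists each share 1 gene with another list, and the genes of chromatin factors and of dividing cells share 0. The gene not tested is VAMP7, which had 0 counts in all libraries.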
